# Cardiac macrophages regulate isoproterenol-induced Takotsubo-like cardiomyopathy

**DOI:** 10.1172/jci.insight.156236

**Published:** 2022-02-08

**Authors:** Xudong Liao, Eugene Chang, Xinmiao Tang, Ippei Watanabe, Rongli Zhang, Hyun-Woo Jeong, Ralf H. Adams, Mukesh K. Jain

**Keywords:** Cardiology, Cardiovascular disease, Macrophages, Monocytes

## Abstract

Takotsubo syndrome (TTS) is an acute, stress-induced cardiomyopathy that occurs predominantly in women after extreme physical and/or emotional stress. To date, our understanding of the molecular basis for TTS remains unknown and, consequently, specific therapies are lacking. Myocardial infiltration of monocytes and macrophages in TTS has been documented in clinical studies. However, the functional importance of these findings remains poorly understood. Here, we show that a single high dose of isoproterenol (ISO) in mice induced a TTS-like cardiomyopathy phenotype characterized by female predominance, severe cardiac dysfunction, and robust myocardial infiltration of macrophages. Single-cell RNA-Seq studies of myocardial immune cells revealed that TTS-like cardiomyopathy is associated with complex activation of innate and adaptive immune cells in the heart, and macrophages were identified as the dominant immune cells. Global macrophage depletion (via clodronate liposome administration) or blockade of macrophage infiltration (via a CCR2 antagonist or in CCR2-KO mice) resulted in recovery of cardiac dysfunction in ISO-challenged mice. In addition, damping myeloid cell activation by HIF1α deficiency or exposure to the immunomodulatory agent bortezomib ameliorated ISO-induced cardiac dysfunction. Collectively, our findings identify macrophages as a critical regulator of TTS pathogenesis that can be targeted for therapeutic gain.

## Introduction

Takotsubo syndrome (TTS), also known as broken heart syndrome, is an acute, stress-induced cardiomyopathy that occurs after extreme physical and/or emotional stress (1). The majority (~90%) of patients with TTS are older women (aged >60 years) (2). TTS confers an in-hospital mortality rate similar to that of acute coronary syndromes (3, 4). In survivors, the recurrence rate is 2% to 4% annually up to 20% at 10 years, with a 50% rate of major adverse cardiac and cerebrovascular events despite cardiac recovery (5). TTS symptoms can be similar to those of a myocardial infarction (MI) (5), including chest pain, dyspnea, abnormal ECG (ST elevation), elevated plasma cardiac troponin level, and left ventricular wall motion abnormalities (LVWMAs). However, distinct from acute coronary syndrome, patients with TTS do not demonstrate coronary blockade and the LVWMAs do not follow a regional pattern. Therapy for TTS is largely supportive and agents such as beta blockers, which confer survival benefit in the setting of MI, are largely ineffective in patients with TTS (6, 7). To date, our understanding of the molecular basis for TTS remains unknown and, consequently, specific therapies are lacking (8).

Intense emotional and/or physical stress can trigger TTS; therefore, hyperactivation of the sympathetic nervous system (SNS) is a leading hypothesis about the mechanism of TTS (2, 8). Indeed, it has been shown that plasma levels of both epinephrine and norepinephrine were markedly increased during the acute phase of TTS to levels many times higher than that occurring with MI (5, 9), suggesting a pathogenic role of adrenergic signaling in TTS. Consistent with this idea, clinical conditions associated with high catecholamine levels, including pheochromocytoma, thyrotoxicosis, and subarachnoid hemorrhage with sympathetic storm, have been reported to cause TTS (10–12). Perhaps the most robust evidence is from cohorts of patients whose TTS was triggered by administration of β-agonists, either for medical reasons or by accident (13). Similarly, in several animal models, administration of high-dose epinephrine or isoproterenol (ISO) has been reported to induce TTS-like acute reversible left ventricular (LV) dysfunction (14).

Recent clinical studies (via biopsy specimens and MRI) have documented that TTS is characterized by a myocardial infiltration of monocytes and macrophages (15, 16). But whether these macrophages play a pathogenic role in TTS is unknown. Macrophages are found in virtually every tissue and are critical in the regulation of homeostasis and stress-induced responses. Macrophages broadly consist of 2 classes: tissue-resident macrophages and blood-borne infiltrating macrophages. At steady state, the adult heart contains 2 major subsets of Ly6C^–^/CCR2^–^ resident macrophages that originate from yolk-sac erythromyeloid progenitors (17). In addition, there are 2 minor subsets of Ly6C^+^ macrophages that are derived from hematopoietic stem cells and maintained through monocytes infiltration (18). Upon myocardial injury, cardiac macrophage numbers increase via both resident macrophage proliferation and monocyte infiltration, which is important for the progression and resolution of tissue injury (19–21). Specific markers of cardiac resident macrophages, such as Tim4 (T cell membrane protein 4, also known as TIMD4 [T cell immunoglobulin and mucin domain containing 4]) and Lyve1 (lymphatic vessel endothelial hyaluronan receptor 1), have been identified in recent studies, enabling in vivo mapping of cardiac macrophage subsets (22).

Here, we show that a single high dose of ISO induced a severe TTS-like cardiomyopathy phenotype characterized by female predominance, reversible severe cardiac dysfunction, and robust myocardial infiltration of macrophages. Using pharmacologic and genetic mouse models, we demonstrate that reducing macrophage infiltration or macrophage activation can ameliorate ISO-induced cardiac dysfunction. One of the pharmacologic agents used is an FDA-approved immunomodulatory agent; thus, these findings have immediate translational implications.

## Results

### ISO induced TTS-like cardiomyopathy in female mice.

The pathophysiology of TTS is thought to be driven by high levels of catecholamines that are released by SNS in response to extreme emotional or physical stress (5, 9). We first established a mouse model mimicking TTS by administering a single dose of ISO by i.p. injection. To assess TTS-like responses, cardiac function was assessed by determining left ventricular ejection fraction (LVEF; by transthoracic echocardiography at baseline [before injection], 1 day after injection [acute TTS], and 3, 7, and 10 days after injection [recovery]). Dose-titration studies were undertaken in female and male mice, with the primary readout being significant cardiac dysfunction. In female WT mice, a 200 mg/kg dose triggered LV dysfunction without death by day 7, whereas 400 mg/kg ISO resulted in 100% mortality after 3 days (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156236DS1). In contrast, male mice showed more variability in response to ISO (Supplemental Figure 1B). The potential reason for different TTS-like outcomes in female and male mice might be due to sex differences in sensitivity to adrenergic stimulation (23). Therefore, we used female mice administered 200 mg/kg ISO i.p. for subsequent studies. Since most patients with TTS are women (~90%), our model with female mice is consistent with the clinical setting.

After a single dose of ISO, female mice consistently exhibited acute LV dysfunction (LVEF <35%) at 1 day and nearly complete recovery (LVEF >60%) by 7 days (Figure 1, A and B). Of note, we confirmed ISO-induced LV apical ballooning (Figure 1A), recapitulating the classic clinical TTS phenotype. Other LV akinetic regions were also observed, with lower frequency. Consistent with clinical observations, ISO induced elevation of plasma cardiac troponin (cTnT) levels, a biomarker of myocardial injury (Figure 1C). Notably, despite LVEF recovery at 7 days after ISO administration, cTnT levels remained high, suggesting ongoing myocardial injury from a transient surge of catecholamine. Histological studies revealed sporadic regions of severe myocardial injury by day 7 after ISO injection, coupled with fibrosis and cell death in the same regions (Figure 1D). However, such injuries were not observed at earlier time points, indicating ISO-induced acute cardiac dysfunction preceded cardiac remodeling. Collectively, these findings suggest a single high dose of ISO successfully induced TTS-like cardiomyopathy in female mice.

### ISO administration induces significant myocardial infiltration of macrophages.

TTS myocardium is characterized with accumulation of monocytes and macrophages (15), indicating myocardial inflammation plays a role in TTS. Therefore, we subjected ISO-challenged mouse hearts to FACS to determine if ISO affected cardiac macrophage populations. Using a previously established FACS protocol (21) (Supplemental Figure 2), we found that ISO induced a significant expansion of CD45^+^CD11b^+^F4/80^+^Ly6G^–^ cardiac macrophages in the acute TTS phase, which returned to basal levels after 7 days (Figure 2, A and B).

Because cardiac macrophages can increase through self-proliferation or monocyte infiltration (21), we further investigated the source of ISO-induced macrophages in the heart. Cardiac resident macrophages express Tim4, whereas monocyte-derived infiltrating macrophages do not (22). Therefore, we analyzed surface expression of Tim4 in the macrophage population to distinguish resident versus nonresident (infiltrating) macrophage subsets. At baseline, Tim4^+^ resident macrophages were the dominant subset (21, 22). In response to ISO stimulation, the cardiac macrophages subsets underwent a shift from Tim4^+^ resident macrophages to Tim4^–^ infiltrating macrophages, suggesting that monocyte infiltration was the dominant mechanism for macrophage expansion in the ISO-stimulated heart (Figure 2, A and C). These data indicate that our model of ISO-induced mouse TTS-like cardiomyopathy recapitulated clinical TTS pathology characterized by cardiac macrophage infiltration and LV dysfunction.

Finally, we performed FACS studies with peripheral blood samples from ISO-treated mice and the control mice (Figure 2D). ISO did not trigger significant monocytosis (Figure 2E) but slightly shifted monocytes toward the proinflammatory Ly6C^(hi)^ phenotype at day 1 after injection (Figure 2F). The mild changes in circulating monocyte numbers or activation status were in sharp contrast to the significant myocardial infiltration of macrophages (Figure 2C). We speculated that ISO did not directly activate monocytes to invade and injure the myocardium. Consistent with this view, we did not observe significant proinflammatory activation of bone marrow–derived macrophages (BMDMs) treated with ISO in vitro (Supplemental Figure 3). These observations suggest that the enhanced myocardial monocyte infiltration is unlikely consequent to direct ISO-mediated monocyte activation in the periphery but rather secondary to myocardial injury. These observations may also explain the clinical observations that beta blockers did not show benefits in TTS.

### Dissecting the ISO-induced myocardial immune responses at the single-cell level.

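Isoproterenol was injected at 200 mg/kg, and the control mice received the vehicle. The deposited descriptions give this dose for both samples, and the control was identified from its title and from the paper. In each group, 3 hearts were pooled and 15000 cells were loaded on a 10x Genomics Chromium Controller, which tags the RNA of each droplet with a cell barcode and each RNA molecule with a unique molecular identifier (UMI). The experiment therefore has 1 library per group. The authors extracted barcodes and UMIs with UMI-tools, aligned the reads with STAR, and counted UMIs per gene with featureCounts. The deposited values are these counts, without normalization, for 5927 control and 5514 ISO barcodes. They hold 47382455 UMIs on 22780 genes in the control library and 58495112 UMIs on 21523 genes in the ISO library. The cell filters and the clustering of the methods were applied to these counts with Seurat, and clusters were named from a fixed list of marker genes. As cells of the same library are not independent replicates, no test was made between the groups. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals. Gene levels are CPM, the UMIs of a gene scaled by the summed UMIs of a group of cells, with exact Poisson 95% intervals. Log2 ratios are ISO over control unless stated otherwise, and those of shares have 95% counting intervals. All these intervals cover counting error only, and no difference between the groups has a replicate check. A gene list is described by the median log2 ratio of its genes, with an interval from 200 draws of the counts, and by the percentile of that median among 10000 random lists of the same size. The random genes were matched on expression in 20 bins and drawn with replacement within each bin.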

To gain additional insights into the myocardial immune response during ISO-induced TTS-like cardiomyopathy, we sorted CD45^+^ cells from mouse hearts at 24 hours after injection (ISO vs. vehicle control), and performed single-cell RNA-Seq studies (scRNA-Seq).

After raw data processing and quality control, 5641 cells from the control group and 5437 cells from the ISO group were subjected to downstream bioinformatics analysis. 

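Of the control barcodes, 118 did not pass the lower limit of 500 genes, 134 did not pass the upper limit of 6000 genes, and 121 did not pass the limit of 25% mitochondrial UMIs. In the ISO library, 8, 65, and 12 barcodes were outside these limits. Some barcodes failed more than 1 filter. The filters kept 5641 control cells with 41651434 UMIs and 5437 ISO cells with 55443553 UMIs. The median depth was 4790 UMIs and 1908 genes per control cell, against 8537 UMIs and 2603 genes per ISO cell. Control cells had between 816 and 34986 UMIs, and ISO cells between 1400 and 41066. The median share of mitochondrial UMIs was 4.11% in control cells and 2.02% in ISO cells. Because the ISO cells held more UMIs, shares of cells with a UMI of a gene are given after each cell was thinned at random to 1000 UMIs. This left out 14 control cells with fewer UMIs and 0 ISO cells.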

Using Uniform Manifold Approximation and Projection (UMAP) for dimension reduction and unsupervised clustering analysis using Seurat pipeline, we identified 10 distinct cell populations from the total 11,078 cells (Figure 3A). 

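After cell cycle genes were trimmed, 1956 variable genes entered the clustering. With 9 principal components and a resolution of 0.100, the 11078 cells formed 9 clusters. The number depended most on the resolution, and 12 clusters formed at 0.300. Each cluster was named after the cell type with the most markers among its 50 leading genes. The names were macrophage-like, B cell-like, neutrophil-like, dendritic cell (DC)-like, monocyte-like, T cell-like, NK cell-like, ILC2-like, and fibroblast-like. ILC2-like stands for group 2 innate lymphoid cells, and this cluster held the marker genes that Figure 3B places in the Th2 cluster. The separation of T cell-like from ILC2-like cells was not stable. It held with 5 other random seeds, tried after the data were seen, but both were in 1 cluster when the same steps were run with another arithmetic kernel (SkylakeX) of the linear algebra library. No separate endothelial or mural cluster formed. Fabp4, which Figure 3B places in the endothelial cluster, was highest in the fibroblast-like cluster, at 7093 CPM (6863 to 7329). This cluster had 39 control and 28 ISO cells.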

Gene expression patterns of established canonical markers enabled us to assign putative biological identities to each cluster, namely macrophages, B cells, neutrophils, fibroblasts, DCs, T cells, NK cells, Th2 cells, endothelial cells, and mural cells (Figure 3B and Supplemental Figure 4).

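Figure 3B labels 30 marker genes, and 27 of them had their highest level in the matching cluster. The endothelial and mural genes were counted for the fibroblast-like cluster, and Chi3l3, Hp, and Plac8 for the monocyte-like cluster. All 30 genes are also among the markers that named the clusters, so a match is in part set by the naming. C1qa reached 2212 CPM in macrophage-like and 2249 CPM in T cell-like barcodes. Trbc2 was at 219 CPM in T cell-like and 338 CPM in ILC2-like barcodes, and Ms4a4b at 323 CPM in T cell-like and 1043 CPM in NK cell-like barcodes. Chi3l3, Hp, and Plac8, which the figure places in the cluster named fibroblasts, were highest in the monocyte-like cluster, at 6999.7, 1055, and 2075 CPM. A list of 9 fibroblast transcripts, including Dcn, Col1a1, and Gsn, took 66.6 CPM (53.1 to 82.5) of that cluster's control UMIs and 167 CPM (158 to 177) of its ISO UMIs. In the fibroblast-like cluster, the list took 25681 CPM (25099 to 26272) in the control and 11840.2 CPM (11388 to 12306) in the ISO library. Many barcodes carried macrophage transcripts beside those of another lineage. By a rule chosen after the data were seen, a barcode of a lymphocyte-like, neutrophil-like, or DC-like cluster was marked when its macrophage markers reached 20% of their median in macrophage-like barcodes. That limit was 6332 CPM in the control and 3259 CPM in the ISO library. Barcodes below it can still hold macrophage UMIs. A macrophage-like barcode was marked when its UMIs of another lineage reached percentile 25 of that lineage's own control barcodes. The rule marked 22.6% of control cells (21.5% to 23.7%) and 26.2% of ISO cells (25.1% to 27.4%). Marked barcodes made up 73.6% of control and 90.2% of ISO T cell-like barcodes, 59.5% and 89.8% of neutrophil-like barcodes, and 0.252% and 27.5% of B cell-like barcodes.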

Comparing the 2 groups (Figure 3, C and D), the macrophage cluster was the most abundant in the ISO group and increased approximately 2-fold compared with the control group (41.4% and 24.7%, respectively), faithfully recapitulating the monocyte–macrophage infiltration phenotype (Figure 2C). 

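Macrophage-like cells were 1393 of the control cells, or 24.7% (23.6% to 25.8%), and 2271 of the ISO cells, or 41.8% (40.5% to 43.1%). This was a 1.69-fold increase, a log2 ratio of 0.76 (0.68 to 0.84). The alternative that moved this ratio most was clustering with no integration of the libraries, where it was -2.15. The ratio was also below 0 with 20 principal components, at -1.47, with a limit of 10% mitochondrial UMIs, at -1.55, and with a minimum of 1000 genes, at -1.45. Spp1, Folr2, Cd163, and Lyve1 are among the leading genes of the cluster, and with all marker genes left out of the clustering the ratio was 0.55. In the clustering with no integration, the monocyte-like cluster held 195 control and 3404 ISO cells. That name rested on 3 monocyte markers among its 50 leading genes, and another cell type had as many. The 10 leading genes decided it. A tie of the same kind named this cluster with the limit of 10% mitochondrial UMIs and the minimum of 1000 genes. With 20 principal components, the cluster had 4 monocyte and 3 macrophage markers. Macrophage-like and monocyte-like cells together, a measure added after the data were seen, rose from 27.7% (26.5% to 28.9%) to 57.2% (55.9% to 58.5%), a log2 ratio of 1.05 (0.98 to 1.12). The value also depended on the denominator. Among cells other than B cell-like cells, macrophage-like cells made up 38.1% (36.5% to 39.7%) in the control and 42.2% (40.8% to 43.5%) in the ISO library. Among myeloid-like cells alone, a denominator chosen after the data were seen, they made up 63.1% (61.1% to 65.2%) in the control and 46.7% (45.3% to 48.2%) in the ISO library.

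**Figure D1:**
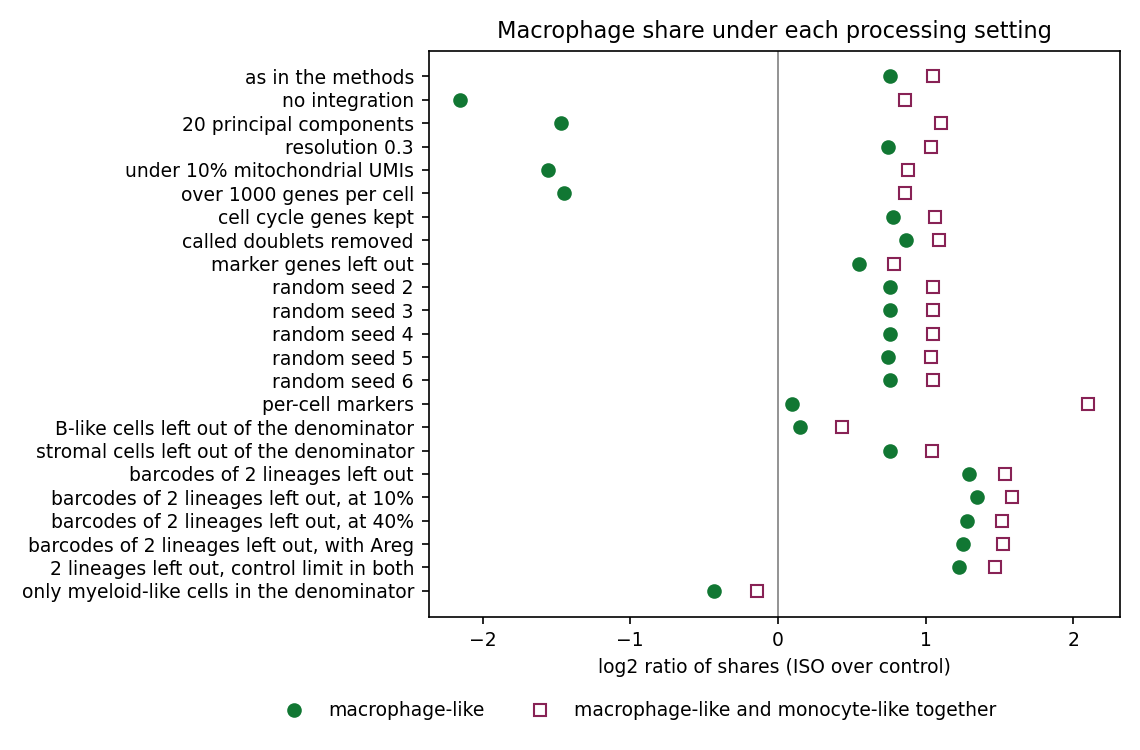
Log2 ratio of the share of cells, ISO over control, for macrophage-like cells (filled circles) and for macrophage-like and monocyte-like cells together (open squares), with the settings of the methods in the top row and 1 alternative in each row below. The ratio for both classes together is below 0 only with myeloid-like cells as the denominator, at -0.14.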

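Neutrophil-like cells were 407 of the control cells, or 7.22% (6.55% to 7.92%), and 857 of the ISO cells, or 15.8% (14.8% to 16.8%), a log2 ratio of 1.13 (0.97 to 1.29). The ratio was -0.80 with barcodes of 2 lineages left out, 0.057 when the control limit marked them in both libraries, and -0.065 with only myeloid-like cells in the denominator. These alternatives were chosen after the data were seen. DC-like cells rose from 238 control cells, or 4.22% (3.71% to 4.78%), to 892 ISO cells, or 16.4% (15.4% to 17.4%), a log2 ratio of 1.96 (1.76 to 2.16). Monocyte-like cells rose from 168 cells, or 2.98% (2.55% to 3.46%), to 839 cells, or 15.4% (14.5% to 16.4%), a log2 ratio of 2.37 (2.14 to 2.61).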

Other myeloid cells, such as neutrophils and DCs, were also increased in ISO group compared with the control group. In contrast, the lymphocyte clusters, such as B, T, Th2, and NK cells, were all reduced in the ISO group. 

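B cell-like cells fell from 1984 cells, or 35.2% (33.9% to 36.4%), to 51 cells, or 0.938% (0.699% to 1.23%), a log2 ratio of -5.23 (-5.63 to -4.83). T cell-like cells fell from 709 cells, or 12.6% (11.7% to 13.5%), to 296 cells, or 5.44% (4.86% to 6.08%), a log2 ratio of -1.21 (-1.40 to -1.02). NK cell-like cells fell from 510 cells, or 9.04% (8.31% to 9.82%), to 90 cells, or 1.66% (1.33% to 2.03%), a log2 ratio of -2.45 (-2.77 to -2.13). ILC2-like cells were 193 control cells, or 3.42% (2.96% to 3.93%), and 113 ISO cells, or 2.08% (1.72% to 2.49%), a log2 ratio of -0.72 (-1.05 to -0.39). When each cell was assigned from its own marker UMIs without clustering, the ILC2-like ratio was 0.94. The rule for barcodes of 2 lineages left 29 of the ISO T cell-like barcodes unmarked. In these, the median number of Cd3d, Cd3e, and Cd3g UMIs was 4, against 1 in the marked ones.

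**Figure D2:**
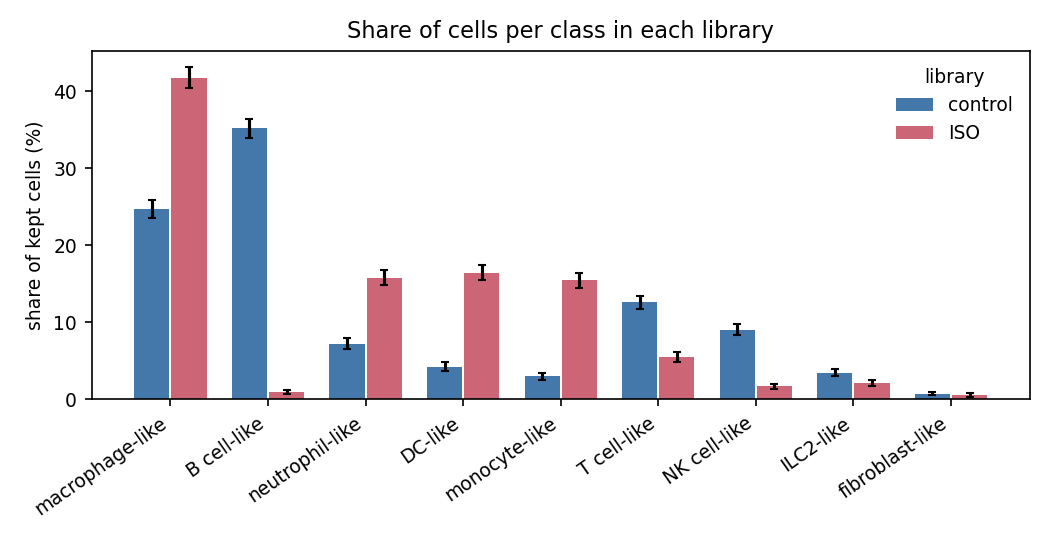
Share of kept cells in percent for each class in the control library (blue) and the ISO library (red). Bars start at 0, error bars are exact 95% intervals for counting error, and the largest fall is that of the B cell-like cells.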

The endothelial and mural clusters comprised a negligible percentage of cells (<0.5%) and were excluded from downstream analyses.

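The fibroblast-like cluster, which also held the endothelial and mural transcripts, was 0.691% (0.492% to 0.944%) of control cells and 0.515% (0.342% to 0.743%) of ISO cells. A difference in this share was not detectable at this number of cells, with a log2 ratio of -0.42 (-1.12 to 0.27). When each cell was assigned from its own marker UMIs, the ratio was 4.38. With this cluster left out of the denominator, no ratio of the other classes changed direction.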

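The macrophage-like cells were clustered again with the same steps. Ccr2, Timd4, Lyve1, and the other genes that the paper names for the subsets were left out of the genes clustered on, so that their levels could be compared. At a resolution of 0.0500, the lowest tried, 2 subclusters formed. Subcluster 0 had 271 control and 1843 ISO cells, so that 87.2% of its cells came from the ISO library. Its leading genes included Spp1, Vegfa, Inhba, Slpi, and Arg1, and its markers gave it no name. Subcluster 1 had 1122 control and 428 ISO cells. Its leading genes included the B cell genes Iglc2, Vpreb3, and Ly6d. Its markers named it B cell-like, with 10 B cell and 5 macrophage markers among its 50 leading genes. With barcodes of 2 lineages left out, it was named macrophage-like, and its leading genes were led by Lyve1, Folr2, Gpr34, and Gas6. Barcodes of 2 lineages were 29.5% of control and 1.19% of ISO cells in subcluster 0, and 31.0% and 17.3% in subcluster 1.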

Because the macrophage was the most abundant cluster, we further sub-clustered it by K-nearest neighbor, graph-based, unsupervised clustering (the FindNeighbors function) and identified 2 macrophage subsets (clusters 0 and 1) that showed drastic differences between the ISO and control groups (Supplemental Figure 5A and Figure 3E). 

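Among macrophage-like cells, subcluster 0 was 19.5% (17.4% to 21.6%) in the control and 81.2% (79.5% to 82.7%) in the ISO library. This was a 4.17-fold increase, a log2 ratio of 2.06 (1.90 to 2.22). Subcluster 1 was 80.5% (78.4% to 82.6%) in the control and 18.8% (17.3% to 20.5%) in the ISO library, a 4.27-fold reduction and a log2 ratio of -2.10 (-2.22 to -1.97). The alternative that moved these ratios most was clustering with no integration, with 6.48 for subcluster 0 and -3.26 for subcluster 1.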

Upon ISO stimulation, there was approximately a 2-fold increase in cluster 0 and a 3-fold reduction in cluster 1 (Figure 3F). 

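Ccr2, Timd4 (encoding TIM4), and Lyve1 were not among the genes clustered on. Ccr2 (ENSMUSG00000049103.14) lies on chromosome 9 of GRCm38 from 124101950 to 124113557. It was at 262 CPM (245 to 279.6) in control and 813 CPM (799.7 to 826) in ISO cells of subcluster 0, and at 87.6 CPM (81.6 to 93.9) and 393 CPM (373 to 414) in subcluster 1. Timd4 (ENSMUSG00000055546.6) lies on chromosome 11 from 46810800 to 46844332. It was at 31.9 CPM (26.2 to 38.4) in control and 1.92 CPM (1.33 to 2.69) in ISO cells of subcluster 0, and at 65.0 CPM (59.9 to 70.4) and 32.9 CPM (27.2 to 39.4) in subcluster 1. Lyve1 (ENSMUSG00000030787.4) lies on chromosome 7 from 110850607 to 110863239. It was at 142 CPM (129.7 to 155) in control and 9.11 CPM (7.76 to 10.6) in ISO cells of subcluster 0, and at 309 CPM (298 to 321) and 302 CPM (285 to 321) in subcluster 1. Of the genes named for the subsets, Lyve1 moved most under an alternative. Its log2 ratio, subcluster 0 over subcluster 1, was -3.32 with both libraries pooled and -5.95 when monocyte-like cells were included. After thinning, 48.3% (46.1% to 50.5%) of subcluster 0 cells and 9.95% (8.50% to 11.5%) of subcluster 1 cells had a UMI of Ccr2. Without thinning, these shares were 87.6% and 26.7%, at median depths of 8521 and 7054 UMIs. A UMI of Timd4 was found in 0.189% (0.0516% to 0.484%) and 5.17% (4.12% to 6.39%) of thinned cells, and in 3.5005% and 25.8% of unthinned cells. For Lyve1, the shares were 1.28% (0.843% to 1.85%) and 18.8% (16.9% to 20.8%) thinned, and 4.92% and 39.8% unthinned. In unmarked control B cell-like cells, which should lack these genes, the thinned shares were 0.152% for Ccr2, 0.101% (0.0123% to 0.366%) for Timd4, and 0.203% for Lyve1, at a median depth of 3199 UMIs. In the 37 unmarked ISO B cell-like cells, the Ccr2 share was 8.11% (1.70% to 21.9%). The thinned Timd4 share in subcluster 0 was 1.48% (0.404% to 3.74%) in the control library. With cells thinned to 2000 UMIs, the share that moved most was that of Itgam in subcluster 0, to 65.1%.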

Gene expression patterns of known macrophage markers identified cluster 0 as the CCR2^+^ infiltrating macrophages and cluster 1 as the Tim4^+^Lyve1^+^ resident macrophages (Figure 3G and Supplemental Figure 5, B and C). In addition, the infiltrating macrophages (cluster 0) expressed high levels of classic inflammatory (M1) genes such as CD14 and IL1β (Supplemental Figure 5D), whereas the resident macrophages (cluster 1) expressed M2 markers such as CD163 and FOLR2 (Supplemental Figure 5E). 

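Cd14 (ENSMUSG00000051439.7, chromosome 18, 36725067 to 36726798) was at 2101 CPM (2052 to 2149.7) in control and 3907 CPM (3878 to 3937) in ISO cells of subcluster 0, and at 1938 CPM (1909.6 to 1967) and 2924 CPM (2868 to 2981) in subcluster 1. Il1b (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139) was at 4489 CPM (4418 to 4561) in control and 11721 CPM (11670.4 to 11771) in ISO cells of subcluster 0, and at 2631 CPM (2597 to 2664) and 6477 CPM (6394 to 6560.5) in subcluster 1. For both genes, ISO cells of subcluster 1 were above control cells of subcluster 0. After thinning, a UMI of Cd14 was found in 82.1% (80.4% to 83.7%) of subcluster 0 and 63.1% (60.7% to 65.5%) of subcluster 1 cells, and a UMI of Il1b in 79.6% (77.8% to 81.3%) and 50.8% (48.3% to 53.3%). In control B cell-like cells, these shares were 1.77% and 6.54%, and in ISO B cell-like cells 13.5% (4.54% to 28.8%) and 32.4% (18.0% to 49.8%). The unthinned shares were 97.4% and 90.6% for Cd14, and 93.3% and 71.8% for Il1b. Cd163 (ENSMUSG00000008845.9, chromosome 6, 124304656 to 124330527) was at 148 CPM (135 to 161) in control and 22.5 CPM (20.3 to 24.8) in ISO cells of subcluster 0, and at 356 CPM (344 to 368) and 341 CPM (322 to 361) in subcluster 1. Folr2 (ENSMUSG00000032725.10, chromosome 7, 101839988 to 101857194) was at 185 CPM (171 to 200.0) in control and 12.9 CPM (11.3 to 14.7) in ISO cells of subcluster 0, and at 379.9 CPM (367 to 393) and 246 CPM (230.3 to 263) in subcluster 1. Thinned cells with a UMI of Cd163 were 2.27% (1.68% to 3.00%) of subcluster 0 and 25.1% (22.9% to 27.3%) of subcluster 1, and those with a UMI of Folr2 were 1.89% (1.36% to 2.57%) and 22.2% (20.2% to 24.4%). The background shares were 0.355% and 0.304%. Without thinning, the shares were 10.6% and 57.1% for Cd163, and 9.51% and 52.5% for Folr2. Cd163 and Folr2 are also among the leading genes of the macrophage-like cluster.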

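Itgam (ENSMUSG00000030786.18) lies on chromosome 7 from 128062640 to 128118491. It was at 212 CPM (196 to 228) in control and 655 CPM (643 to 667) in ISO cells of subcluster 0, and at 165 CPM (156 to 173) and 657 CPM (630.3 to 684) in subcluster 1. Emr1, which the annotation calls Adgre1 (ENSMUSG00000004730.15) lies on chromosome 17 from 57358691 to 57483527. It was at 302 CPM (284 to 321) in control and 115 CPM (110.0 to 120.0) in ISO cells of subcluster 0, and at 421 CPM (408 to 434) and 225 CPM (210.1 to 241) in subcluster 1. Fcgr1 (ENSMUSG00000015947.10) lies on chromosome 3 from 96282909 to 96293969. It was at 125 CPM (113 to 137) in control and 460.0 CPM (450.0 to 470.1) in ISO cells of subcluster 0, and at 125 CPM (117 to 132) and 279.7 CPM (263 to 298) in subcluster 1. With both libraries pooled, the log2 ratio of subcluster 0 over subcluster 1 was 0.94 for Itgam, -1.33 for Emr1, and 1.27 for Fcgr1. The direction did not hold for Itgam in the ISO library alone, at -0.0031, and the ratio of Fcgr1 was near 0 in the control library alone. After thinning, a UMI of Itgam was found in 44.2% (42.1% to 46.4%) and 24.4% (22.2% to 26.6%) of the cells of subclusters 0 and 1, a UMI of Emr1 in 13.3% (11.9% to 14.9%) and 29.3% (27.1% to 31.7%), and a UMI of Fcgr1 in 32.0% (30.0% to 34.1%) and 14.8% (13.1% to 16.7%). In control B cell-like cells, the shares were 0.456%, 0.760%, and 0.152%. In ISO B cell-like cells, the shares were 8.11% (1.70% to 21.9%) for Itgam and 2.70% (0.0684% to 14.2%) for Fcgr1, and no thinned cell had a UMI of Emr1. The unthinned shares were 94.6% and 69.0% for Itgam, 58.8% and 79.9% for Emr1, and 85.6% and 56.5% for Fcgr1.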

Common macrophage genes, such as ITGAM (Mac-1), EMR1 (F4/80), and FCGR1 (CD64) were expressed in both subsets (Figure 3G and Supplemental Figure 5F). As previously reported (19), MHC-II genes (H1-Aa and H2-Ab1) were also similarly expressed in both macrophage subsets (Supplemental Figure 5G). Collectively, these clustering results are consistent with the FACS data that show ISO-induced myocardial infiltration of monocytes and monocytes further differentiated into CCR2^+^Tim4^–^ inflammatory macrophages in the myocardium.

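H2-Aa (ENSMUSG00000036594.15) lies on chromosome 17 from 34282744 to 34287823, and H2-Ab1 (ENSMUSG00000073421.6) lies on the same chromosome from 34257689 to 34269419. In control cells, H2-Aa was at 5583 CPM (5504 to 5663) in subcluster 0 and 5702 CPM (5653 to 5751) in subcluster 1. In ISO cells, it was at 609.6 CPM (598 to 621) and 1067 CPM (1034 to 1102). H2-Ab1 was at 5639 CPM (5559.9 to 5719) and 5458 CPM (5410.1 to 5506) in control cells, and at 713 CPM (700.3 to 725) and 1200.1 CPM (1164 to 1236) in ISO cells. With both libraries pooled, the log2 ratio of subcluster 0 over subcluster 1 was -1.63 for H2-Aa and -1.49 for H2-Ab1. In the control library alone, it was -0.030 and 0.047. A UMI of H2-Aa was found in 27.7% (25.8% to 29.7%) and 68.2% (65.8% to 70.5%) of thinned cells of subclusters 0 and 1, and in 43.3% and 83.4% of unthinned cells. For H2-Ab1, these shares were 30.9% (29.0% to 33.0%) and 69.8% (67.5% to 72.1%) thinned, and 50.4% and 85.1% unthinned. In control NK cell-like cells, which should lack both genes, the thinned shares were 10.1% and 9.86% (11.4% and 13.6% in ISO cells), at a median depth of 3786 UMIs.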

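The subsets were also drawn without clustering, from cells thinned to the same depth. Among 1391 control cells, 100 had a UMI of Ccr2 alone and 416 a UMI of Timd4, Lyve1, or Folr2 without Ccr2. Among 2271 ISO cells, these numbers were 1061 and 125. A further 20 control and 26 ISO cells had both kinds of UMI, and 855 and 1059 had neither. Cells with Ccr2 alone were 7.19% of the control and 46.7% of the ISO cells, and cells with the other genes alone were 29.9% and 5.50%. The list of 4 genes encoding CCR2 ligands, Ccl2, Ccl7, Ccl8, and Ccl12, had a median log2 ratio of 1.51 (1.47 to 1.55) in macrophage-like cells, at percentile 99.56. From these clustering results, and from the FACS data, the paper proposes that ISO leads monocytes to infiltrate the heart, where they become inflammatory macrophages with CCR2 and without Tim4.

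**Figure D3:**
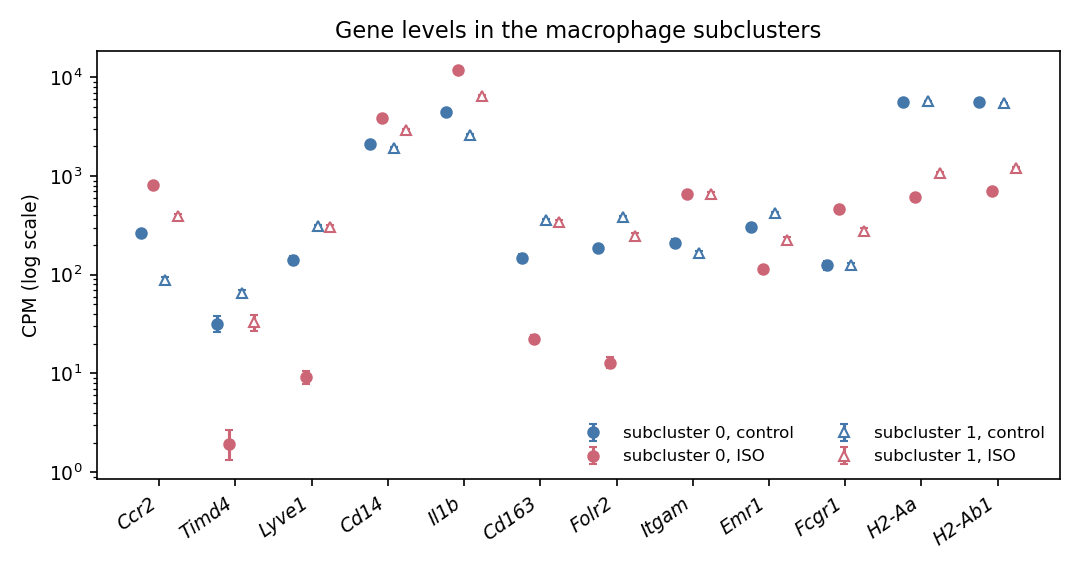
CPM (log scale) of the genes named for the macrophage subsets, in subcluster 0 (filled circles) and subcluster 1 (open triangles) of the control library (blue) and the ISO library (red). Error bars are exact Poisson 95% intervals for counting error. Ccr2 is higher in subcluster 0 within each library, and H2-Aa and H2-Ab1 differ more between the libraries than between the subclusters.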

Next, we performed gene ontology (GO) analysis with differentially expressed genes (DEGs; ISO vs. control, adjusted *P* < 0.05; Supplemental Figure 6). 

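The GO annotation was not used here. In its place, gene levels per cluster were compared between the libraries without a test, and gene lists written after the terms of Figure 4 were used for the functional groups. A gene entered when it had at least 20 UMIs over both libraries in the cluster, and 0.500 UMI was added to each sum before scaling. Scaling to the UMI total placed the median of all genes at a log2 ratio of -0.42 in macrophage-like, -0.32 in neutrophil-like, -0.14 in DC-like, -0.29 in monocyte-like, -0.16 in T cell-like, -0.25 in NK cell-like, -0.0087 in B cell-like, and 0.12 in ILC2-like cells. The random lists share this shift, so the percentiles are relative to it. A single gene, Gm26924, took 5.57% of the control UMIs and 1.15% of the ISO UMIs of macrophage-like cells. For each cluster, the 5 genes with the largest log2 ratio in each direction are named, among genes with at least 100 CPM and 50 UMIs in the higher library.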

DEGS were analyzed in 2 groups: (a) genes upregulated in ISO group, and (b) genes upregulated in control group (downregulated in the TTS group). 

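In macrophage-like cells, 77 genes of oxidative phosphorylation had a median log2 ratio of 0.59 (0.57 to 0.62). In neutrophil-like cells, the median was 0.50 (0.47 to 0.55), and in dendritic cell (DC)-like cells it was 0.47 (0.44 to 0.50). The percentiles were 100, 100, and 99.99. For purine nucleotide metabolism, the medians were 0.31 (0.20 to 0.41), 0.32 (0.21 to 0.39), and 0.34 (0.26 to 0.52), with percentiles 100, 99.88, and 99.78. For ribonucleoprotein complex biogenesis, they were 0.79 (0.70 to 0.88), 0.78 (0.72 to 0.92), and 0.68 (0.57 to 0.76), with percentiles 100, 100, and 100. The alternative that moved the oxidative phosphorylation median of macrophage-like cells most was centering on the median of all genes, at 1.01. In neutrophil-like cells, leaving out barcodes of 2 lineages lowered oxidative phosphorylation to 0.093 and purine nucleotide metabolism to 0.065. Among lists of related functions, the proteasome core had medians of 1.00, 0.96, and 0.74 in macrophage-like, neutrophil-like, and dendritic cell-like cells, and protein folding had 0.66, 0.71, and 0.73. The genes encoded by the mitochondrial genome went the other way, with -0.73, -0.70, and -0.42. Cytosolic ribosomal proteins had 0.11, -0.019, and -0.067. With no integration, the ribosomal medians were -0.14 in macrophage-like and 0.022 in dendritic cell-like cells. The genes with the largest increase in macrophage-like cells were Arg1, Spp1, Saa3, Timp1, and Dmkn. Arg1 is among the markers used to name the clusters, and Spp1 is a leading gene of the cluster. Of these genes, Arg1 moved most, to a log2 ratio of 3.06 with no integration. In neutrophil-like cells, the genes were Saa3, Vcan, Spp1, Chi3l3, and Fn1, and in dendritic cell-like cells Spp1, Chi3l3, Vcan, AA467197, and F10.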

As shown in Figure 4, DEGs upregulated in the myeloid cells (i.e., macrophages, neutrophils, and DCs) from ISO group showed similar enrichment in GO terms related to energy metabolism (adenosine triphosphate biosynthesis and metabolic processes), metabolism of purine ribonucleotides and purine-containing compounds, ribose phosphate and nucleoside monophosphate metabolic processes, and ribonucleoprotein complex–related processes, indicating a robust activation status of the myeloid cells in TTS myocardium. Furthermore, purine ribonucleotides and purine-containing compounds are classic regulators of macrophage inflammation (24, 25). In contrast, DEGs upregulated in control myeloid cells (downregulated in the ISO group) were enriched in GO terms related to classic innate immune functions and were more diverse among cell types (Supplemental Figure 7). 

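Among innate immune functions, genes of the MHC class II pathway were lower in the ISO library. The median log2 ratio of 10 genes was -2.96 (-3.08 to -2.88) in macrophage-like cells and -2.17 (-2.20 to -2.04) in neutrophil-like cells, both with percentile 0. In dendritic cell-like cells, it was -0.36 (-0.37 to -0.34) with percentile 2.19, and with no integration it was 0.11. Barcodes marked for macrophage transcripts were 59.5% of control and 89.8% of ISO neutrophil-like barcodes. The fall of MHC class II genes in the neutrophil-like cluster therefore cannot be assigned to neutrophils. The interferon response list had a median of 0.049 (-0.069 to 0.17) in macrophage-like, 0.052 (-0.17 to 0.082) in neutrophil-like, and 0.30 (0.11 to 0.45) in dendritic cell-like cells, with percentiles 89.4, 84.5, and 98.3. With cells thinned before summing, the dendritic cell-like median was -0.042. The genes with the largest decrease in macrophage-like cells were Retnla, Gm19980, Scd1, Cmah, and Ms4a1. Retnla fell from 231 CPM (223 to 239.7) to 2.96 CPM (2.28 to 3.79), a log2 ratio of -6.27. Ms4a1 is a B cell gene, and Gm19980 and Scd1 are among the leading genes of the B cell-like cluster. Transcripts of another lineage were carried by 428 control and 96 ISO macrophage-like barcodes. A fall of Ms4a1, Gm19980, and Scd1 within macrophages cannot be told apart from a smaller number of such barcodes. In neutrophil-like cells, the genes were Gzmb, Retnla, Ms4a1, Ebf1, and Ly6d, and in dendritic cell-like cells Iglc2, Ebf1, Igkc, Ets1, and Hpgd. Ms4a1, Ebf1, Ly6d, Iglc2, and Igkc are B cell genes.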

Similar GO patterns were observed in lymphocyte clusters (Figure 4 and Supplemental Figure 7). 

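The functions of Figure 4 were compared in the lymphocyte-like clusters in the same way. Oxidative phosphorylation had a median log2 ratio of 0.49 (0.36 to 0.52) in B cell-like, 0.51 (0.47 to 0.55) in T cell-like, 0.29 (0.22 to 0.32) in NK cell-like, and 0.20 (0.15 to 0.29) in ILC2-like cells, with percentiles 100, 100, 99.94, and 93.0. Purine nucleotide metabolism had 0.48 (0.081 to 0.66), 0.25 (0.15 to 0.41), 0.28 (0.18 to 0.62), and 0.42 (0.12 to 0.58), in the same order, with percentiles 99, 99.1, 99.70, and 98.0. Ribonucleoprotein complex biogenesis had 0.33 (0.12 to 0.42), 0.60 (0.52 to 0.68), 0.50 (0.37 to 0.65), and 0.26 (0.11 to 0.36), with percentiles 99.2, 100, 100, and 88.6. The ILC2-like medians of oxidative phosphorylation and ribonucleoprotein complex biogenesis were within the range of 95% of the random lists. Barcodes marked for macrophage transcripts were 73.6% of control and 90.2% of ISO T cell-like barcodes. Among NK cell-like barcodes they were 0% and 51.1%, and among B cell-like barcodes 0.252% and 27.5%. The same lists were higher in ISO macrophage-like cells, so the rises in these clusters cannot be assigned to lymphocytes alone.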

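A list of 26 myeloid transcripts, including S100a8, Lyz2, and Cst3, had a median log2 ratio of 2.88 (2.52 to 3.09) in B cell-like, 1.03 (0.99 to 1.07) in T cell-like, 3.40 (3.18 to 3.62) in NK cell-like, and 1.61 (1.42 to 1.98) in ILC2-like cells. With barcodes of 2 lineages left out, the medians were 1.28, 1.72, 1.61, and 0.36. Over all cells, these transcripts took 39331 CPM (39271 to 39392) in the control and 75248 CPM (75176 to 75319.9) in the ISO library. The interferon response list had a median of 1.73 (1.22 to 2.02) in B cell-like, 0.47 (0.27 to 0.55) in T cell-like, 0.85 (0.24 to 1.07) in NK cell-like, and 0.42 (0.058 to 0.83) in ILC2-like cells. It was below 0 in NK cell-like cells with no integration, at -0.30, and with genes under 5% of their level in the highest cluster left out, at -0.10. In ILC2-like cells, it was below 0 with cells thinned before summing, at -0.12. The genes with the largest increase were AA467197, Ifitm1, Fn1, S100a4, and Clec7a in B cell-like cells, Saa3, Chi3l3, Dmkn, Spp1, and Vcan in T cell-like cells, Chi3l3, Fn1, Cxcl3, Vcan, and Timp1 in NK cell-like cells, and Fn1, Chi3l3, Spp1, Tgfbi, and Ccl9 in ILC2-like cells. Several of them, such as Spp1, Chi3l3, Vcan, and Fn1, were also among the largest increases of the myeloid-like clusters.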

The overlapping GO terms in ISO lymphocytes were closely associated with inflammation, indicating activation of lymphocytes. The GO terms enriched in control lymphocytes were different for each cell type, concordant to their distinct functions at steady state. However, the significant reduction of lymphocyte numbers in ISO-treated mouse hearts indicates they might not be the primary regulator of TTS-like pathogenesis (Figure 3D).

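The genes with the largest decrease in B cell-like cells were Igha, Itpr3, mt-Tq, Igj, and Zbtb10. Igha had 1056 UMIs in control cells and 0 UMIs in ISO cells, where its 95% interval reaches 17.0 CPM. In T cell-like cells, the genes were Ly6d, Gm26924, mt-Tp, Cd55, and Iglc2, in NK cell-like cells S1pr5, Cma1, Lars2, Adamts14, and Klrg1, and in ILC2-like cells Ccl1, Spty2d1, Stab2, AI504432, and Ptp4a1. No gene was among these decreases in more than 1 of the 4 clusters. Ly6d and Iglc2, named for the T cell-like cells, are B cell genes.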

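Transcripts of other blood lineages were read beside the lymphocyte numbers. Over all cells, hemoglobin transcripts fell from 4.13 CPM (3.54 to 4.79) to 1.15 CPM (0.889 to 1.47), and platelet transcripts rose from 26.9 CPM (25.4 to 28.6) to 39.1 CPM (37.5 to 40.8). B cell transcripts fell from 3021 CPM (3005 to 3038) to 195 CPM (191 to 198). The T cell receptor complex, a list of 6 genes, fell from 303 CPM (298 to 309) to 60.6 CPM (58.5 to 62.6). A glucocorticoid response list had a median log2 ratio of 1.11 (0.27 to 1.498) in B cell-like, -0.091 (-0.14 to -0.013) in T cell-like, 0.22 (-0.043 to 0.50) in NK cell-like, and 1.21 (0.88 to 1.39) in ILC2-like cells, with percentiles 99.99, 29.5, 94.1, and 100. In T cell-like cells, the median was above 0 with barcodes of 2 lineages left out, at 0.18.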

### Depletion of macrophages and monocytes ameliorates ISO-induced TTS-like cardiomyopathy.

The significant abundance of cardiac macrophages and their increase after ISO treatment suggest these cells may play a pathogenic role in TTS-like cardiomyopathy. Therefore, we sought to target these cells to ameliorate TTS. We and others have shown that administration of clodronate-containing liposomes significantly depletes both circulating monocytes and tissue macrophages in vivo (21, 26). We found that mice pretreated with clodronate-containing liposomes (depleted of macrophages and monocytes) exhibited profound protective resistance to ISO-induced cardiac dysfunction (Figure 5A), suggesting a pathogenic role of macrophages in TTS-like cardiomyopathy.

To establish a role of monocyte infiltration, we studied TTS-like phenotypes in CCR2-KO mice, which lack circulating monocytes and are defective in chemotaxis (21). Compared with WT controls, CCR2-KO mice had significantly preserved LVEF after ISO injection (Figure 5B), conversely indicating a pathogenic role of monocytes in TTS-like cardiomyopathy. Next, we treated WT mice with RS-504393 (RS), a small molecular CCR2 antagonist (21), and found that RS administration significantly improved LVEF (Figure 5C). Accordingly, the cardioprotective effects of RS were likely due to the blockade of myeloid cell infiltration, as revealed by FACS studies (Figure 5D). Collectively, these data not only suggest a causative role of monocytes and macrophages in pathogenesis of TTS-like cardiomyopathy but suggest that targeting these cells maybe therapeutically efficacious.

### Genetic damping of myeloid activation ameliorates ISO-induced TTS-like cardiomyopathy.

It is well known that Hif1α is a critical transcription factor in myeloid cell activation (27). As such, we used Lyz2-Cre–driven myeloid Hif1α–deficient mice (Hif1α-KO) as a myeloid loss-of-function model and studied ISO-induced TTS-like cardiomyopathy. In response to ISO surge, the Hif1α-KO hearts accumulated significantly fewer macrophages and neutrophils (Figure 6, A–C), suggesting a crucial role of Hif1 signaling in TTS-associated myeloid activation. Consistently, Hif1α-KO mice also exhibited significant resistance to ISO-induced TTS-like cardiomyopathy, showing reduced plasma cTnT levels (Figure 6D) and preserved LVEF (Figure 6E). Collectively, these data demonstrate that Hif1 signaling is requisite to support myeloid activation in ISO-induced TTS-like cardiomyopathy.

### Bortezomib inhibits myeloid activation in ISO-induced TTS-like cardiomyopathy: an immunomodulatory therapy.

Given the critical role of monocytes and macrophages in ISO-induced TTS-like cardiomyopathy, we hypothesized that suppressing myeloid activation could favorably affect heart function. We tested this hypothesis with bortezomib (BZ), an FDA-approved drug. BZ was originally designed as a proteasome inhibitor that suppresses cancer cell proliferation via inhibiting proteasome-mediated degradation of tumor-suppressor proteins. We and others have shown that BZ, at very low nontumor-suppressive doses, can modulate immune cell activation (28, 29). Recent clinical studies demonstrated that BZ is an effective immunomodulatory therapy for arthritis, transplant rejection, graft-versus-host disease, and autoimmune diseases (30–34). BZ appears to be a safe immunomodulatory drug with a very favorable side effect profile (35). Here, we assessed if immunomodulatory therapy using BZ could ameliorate TTS in mice.

We first performed FACS analysis with ISO-treated and control mouse hearts and found that BZ administration significantly blocked myocardial infiltration of macrophages and neutrophils (Figure 7, A–C). Furthermore, echocardiography revealed improved LVEF in BZ-treated mice compared with the vehicle-treated (PBS) group at 1 day after ISO administration (Figure 7D). ISO-induced cardiac cell death and fibrosis by day 7 was also attenuated by BZ administration (Figure 7, E and F). Therefore, immunomodulatory therapy with BZ attenuated myeloid activation and ameliorated TTS-like pathogenesis.

Using in vitro cell culture models, we further studied the effects of BZ on cardiomyocytes and macrophages, respectively. BZ did not exhibit cardiotoxicity but had marginal hypertrophic effects on cardiomyocytes (Figure 7G). In contrast, BZ exhibited strong antiinflammatory effects in macrophages. Using LPS as a mimic of pathogen-associated molecular patterns and damage-associated molecular patterns, we treated BMDMs in vitro to trigger proinflammatory activation of macrophages. BZ significantly inhibited LPS-induced expression of proinflammatory genes, including TNF-α (*Tnfa*), IL1β (*Il1b*), CCL2 (Ccl2), Cox2 (*Ptgs2*), CD64, and Nlrp3 (Figure 7H and Supplemental Figure 8). Taken together, these data strongly support an immunomodulatory and myeloid inhibitory role of BZ in ISO-induced TTS-like cardiomyopathy.

## Discussion

TTS is a stress-induced cardiomyopathy without an effective therapy because of its unknown pathogenic mechanisms. Using a mouse model of ISO-induced TTS-like cardiomyopathy, we identified cardiac-infiltrating macrophages as critical to TTS pathogenesis. This conclusion is supported by the observation that genetic or pharmacologic approaches that prevent macrophage infiltration or activation ameliorate ISO-induced cardiac dysfunction and tissue injury. Our findings also suggest that FDA-approved immunomodulatory therapies (e.g., BZ) may be effective in reducing cardiac dysfunction and accelerating recovery.

An essential aspect of our work relates to identifying monocytes and monocyte-derived cardiac-infiltrating macrophages as critical regulators of TTS that can be therapeutically targeted. Hearts have 2 major subsets of macrophages: yolk sac–derived resident macrophages and monocyte-derived nonresident, infiltrating macrophages. Recently, studies by our group and others have revealed the distinct roles of monocytes and macrophages in the heart during acute and chronic stresses (20, 21, 36). Monocytes and monocyte-derived macrophages appear to have a proinflammatory detrimental role in the heart. In contrast, the cardiac resident macrophages appear to be antiinflammatory and cardioprotective. Clinical TTS was associated with myocardial accumulation of macrophages (15, 16), and we found the same phenotype in ISO-treated mice.

Based on the expression of multiple macrophage subset markers, such as TIM4, LYVE1, and CCR2, data from FACS and scRNA-Seq studies strongly supported ISO-induced monocyte infiltration into the myocardium, which gave rise to CCR2^+^ nonresident macrophages. These cells likely mediated myocardial proinflammatory responses, as indicated by ISO-induced enrichment in inflammation-related GO terms. Accordingly, blockade of monocyte infiltration or proinflammatory activation protected the heart from ISO-induced cardiac dysfunction. As such, these data identify monocytes and monocyte-derived infiltrating macrophages as critical regulators of TTS pathogenesis and potential therapeutic targets. However, we have not confirmed a role of cardiac resident macrophages in TTS. Given that the Tim4^+^Lyve1^+^ cardiac resident macrophages were significantly reduced after ISO challenge, it is plausible that the loss of these cells may contribute to cardiac dysfunction. Studies with inducible depletion or mutation of resident macrophages (i.e., using a Cx3cr1-based system, ref. 22) would be very interesting to explore the functions of cardiac resident macrophages in TTS.

In addition, ISO also induced expansions of neutrophils and DCs in the myocardium, despite there being fewer of these cells than macrophages. The GO terms enriched in these myeloid cells indicated they might have similar proinflammatory roles as the macrophages. More investigation is warranted of these myeloid cells. Contrary to the innate immune cells, lymphocytes were reduced in response to acute ISO challenge, indicting they likely do not drive TTS onset. Given the similar pattern in ISO-induced GO enrichment in lymphocytes, these cells appeared to be activated and might participate in cardiac remodeling after TTS. The functions of the adaptive immune system in TTS remain to be explored.

One of the limitations of this study is that we cannot precisely define a molecular regulator(s) of TTS pathogenesis. The scRNA-Seq data demonstrated complex immune responses in the ISO-treated myocardium, involving almost all immune cell types and forming a vast signaling network. The efforts to identify a specific cytokine or pathway have not been successful. However, as a complex syndrome, TTS pathogenesis may, indeed, be multifactorial. We speculate that TTS pathogenesis is an interplay between stress-injured myocardium and the immune system that responds to injury. Our data do not support ISO-induced direct activation of monocytes but suggest a response-to-injury model. The SNS signals to immune cells mainly through β2AR to mediate antiinflammatory or immunosuppressive functions (37), contradicting the proinflammatory TTS phenotype. Moreover, if myeloid cells are not activated by catecholamines, it is understandable that beta blockers cannot benefit clinical TTS because, at the point of TTS diagnosis, myocardial injury has been done and myeloid cells have been activated. The true upstream activators and downstream effectors of myeloid cells remain to be investigated and the scRNA-Seq data set would be a foundation of future studies.

Another limitation of this study is that the ISO-induced mouse cardiomyopathy model may be too simplified compared with clinical TTS, a unique and enigmatic cardiomyopathy triggered by extreme emotional or physical stress. Clearly, there is no way to model the human emotional stress in mice and the physical stress cannot be as simple as ISO surge. However, we think this mouse TTS model is practical and useful in TTS-related research. Our data are significant at 3 levels: they (1) recapitulated the transient cardiac dysfunction phenotype; (2) were associated with myocardial infiltration of macrophages; and (3) effectively worked for therapeutic models.

In a recent article, Forte et al. (38) reported that high-dose ISO induced type 2 myocardial infarction in mice, in which cardiac inflammation and fibrosis developed 2 to 8 weeks after injection. Their finding is consistent with our 1-week ISO data, likely reflecting the long-term cardiac remodeling. Instead, in the present study, we mainly focused on the acute (i.e., 1-day) TTS-like responses and showed severe cardiac dysfunction (LVEF <40%) that recovered significantly within 7 to 10 days (baseline vs. day 7 LVEF: 70% vs. 60%), similar to transient TTS. Therefore, these 2 studies share certain similarities in terms of long-term cardiac remodeling but significantly differ in the subject of investigation. Furthermore, our data demonstrated that cardiac macrophage infiltration preceded myocardial cell death and fibrosis, indicating a pathogenic role of macrophages. Finally, pharmacologically targeting monocytes and macrophages profoundly ameliorated ISO-induced TTS-like cardiomyopathy, not only confirming the causative roles of these immune cells in TTS pathogenesis but also providing targets for development of novel TTS therapies.

## Methods

Supplemental figures and tables can be found online. The scRNA-Seq data are deposited in the Gene Expression Omnibus (accession no. GSE189358).

### Animals

All mice were on a C57BL/6J background. Mice with a myeloid-specific deficiency of Hif1α (Lyz2-Cre: Hif1α^fl/fl^ [designated Hif1α-KO]) were described previously (39). The Lyz2-Cre line was used as a genetic control. WT C57BL/6J mice (WT) were purchased from The Jackson Laboratory. Mice were housed in a temperature- and humidity-controlled, specific pathogen-free facility with a 12-hour light/dark cycle and ad libitum access to water and chow.

### Cell culture

Mouse BMDMs were differentiated in DMEM containing 10% FBS and 25% L-929 conditioned medium as described previously (40). Treatment was performed in DMEM containing 10% FBS.

Neonatal rat ventricular myocytes were isolated from day-2 Sprague-Dawley rat pups and cultured as described previously (41). Treatment was performed in serum-free DMEM containing 1% insulin-transferrin-sodium selenite media supplement (Sigma-Aldrich, I1884).

### Mouse TTS model

Administration of a single high dose of ISO causes TTS-like responses in rodent models (42, 43). Female and male mice at 8 to 16 weeks of age received a single-dose i.p. injection of ISO ([−]-isoproterenol hydrochloride, Sigma-Aldrich, I6504) dissolved in 100 μL sterile Dulbecco’s PBS (Thermo Fisher Scientific, SH30028.03). The control group received an i.p. injection of 100 μL PBS as vehicle. The ISO dose was titrated between 100 and 500 mg/kg and fixed at 200 mg/kg for female mice. Cardiac function was monitored by transthoracic echocardiography before and after ISO injection for up to 10 days. For echocardiography, mice were anesthetized by inhalation of 0.1% to 0.5% isoflurane vaporized in 100% oxygen, keeping a steady heart rate above 500 bpm; LV recording was obtained in the parasternal long-axis view in B-mode on a Vevo-770 or 3100 System (Fujifilm) (41). LVEF was calculated as the percentage of LV fractional area change, using the VevoLab software. Plasma levels of cTnT were determined by a Mouse Cardiac Troponin T ELISA Kit (MyBioSource Inc., MBS726068).

### Flow cytometry

The mouse heart was perfused, excised, minced, digested with type I collagenase, mechanically disrupted, and filtered through a 70 μm cell strainer to get a single-cell suspension (21). Cells were collected by centrifugation, subjected to live-dead dye (LIVE/DEAD Fixable Yellow Dead Cell Stain Kit, Invitrogen, L34968) and surface antibody staining (fluorescent conjugated primary antibodies; BioLegend), and analyzed by flow cytometry. Cells were also sorted by flow cytometry to collect live CD45^+^ cells for transcriptomic studies. The following fluorescent antibodies were used in this study: CD45-PerCP (BD Biosciences, 561047), CD11b-AF488 (BD Biosciences, 557672), Ly6G-APC-Cy7 (BD Biosciences, 560600), F4/80-BV421 (BioLegend, 123137), and CD45-FITC (BioLegend, 103108).

### Histology

Cardiac tissue samples were fixed in 10% neutralized formalin and embedded with paraffin following standard protocols. H&E staining was perform using Mayer’s hematoxylin solution and eosin Y solution (Sigma-Aldrich, 51275, 318906). Fibrosis was stained using the Picrosirius Red Stain Kit (Polysciences, 24901) (41). TUNEL staining was performed with the ApopTag Fluorescent In Situ Apoptosis Detection Kit (Millipore, S7110) (44). Microscopic images were analyzed using NIH ImageJ software.

### RNA extraction and quantitative real-time PCR

Total RNA was purified using the Qiagen RNeasy Mini Kit, following the manufacturer’s protocol. RNA was reverse transcribed to complementary DNA using the iScript Reverse Transcription Kit (Bio-Rad, 170-8841). Quantitative real-time PCR was performed with the TaqMan method using the Roche Universal ProbeLibrary as TaqMan probes. Relative expression was calculated using the ΔΔCt method with normalization to *Gapdh*.

### Single-cell RNA-Seq studies

#### Single-cell library construction and sequencing.

CD45^+^ cells were sorted from mouse myocardium by flow cytometry. Dead cells were excluded by the live-dead dye. A total of 15,000 CD45^+^ cells were input to the 10x Genomics Chromium Controller for single-cell partitioning and Gel Bead-in-Emulsion (GEM) generation. GEMs are reaction vessels in which cDNA from each single cell is generated and uniquely barcoded. cDNA libraries were checked for quality using an Agilent 2100 Bioanalyzer. Adapters were ligated, and barcoding was accomplished for each library, followed by an additional assessment of average fragment size using the bioanalyzer. Samples were pooled and sequenced on a Novaseq 6000 S4 flow cell using the sequencing parameters outlined in the 10× Genomics Chromium Controller protocol (version CG000204).

#### Single-cell RNA-Seq analysis.

Raw sequencing data in FASTQ format were processed with UMI-tools (version 1.0.0) to generate a white list for cell barcodes and unique molecular identifiers and to extract valid sequencing reads, aligned to the mouse reference genome (mm10) with STAR (version 2.7.3a), and quantified with Subread featureCounts (version 1.6.4). Data normalization, cell clustering, and visualization were performed using Seurat (version 3.1.5). For initial quality control of the extracted gene-cell matrices, we filtered cells using the following parameters: low.threshold = 500, high.threshold = 6000 for number of genes per cell (nFeature_RNA); high.threshold = 25% for percentage of mitochondrial genes (percent.mito); and genes with parameter min.cell = 3. Filtered matrices were normalized by the LogNormalize method with a scale factor of 10,000.

Variable genes were found with parameters of selection.method = vst and nfeatures = 2000, trimmed for the genes related to cell cycle (GO:0007049), and then used for data integration (IntegrateData with FindIntegrationAnchors function), data scaling (ScaleData), and principal component analysis (RunPCA). Statistically significant principal components were determined by the JackStraw method, and the first 9 principle components were used for nonlinear dimensional reduction (UMAP) and clustering analysis (FindNeighbors) with resolution of 0.1.

#### GO terms enrichment analysis.

DEGs for each cluster between Cre and K2-KO samples were identified using the FindAllMarkers function of the Seurat package with options of only.pos = TRUE, min.pct = 0.25, and logfc.threshold = 0. Enriched GOs of molecular function, biological function, and cellular component were identified using the enrichGO function of the clusterProfiler R package with a *q* value cutoff of 0.1 and then simplified by removing redundancy of enrich terms with the simplify function with cutoff = 0.7, by = p.adjust and measure = Wang options. Top GO terms for each sample were selected by adjusted *P* values.

### Statistics

Results are presented as mean ± SEM. A 2-tailed Student *t* test was used to compare the differences between 2 groups. One-way ANOVA was used for simple multiple comparisons. Two-way ANOVA was used for studies with 2 independent variables. A post hoc test with Tukey correction was applied to multiple comparisons. Statistical significance was defined as *P* < 0.05. Statistical analyses were performed using GraphPad Prism 9 software.

### Study approval

Animal studies were approved by the Institutional Animal Care and Use Committee of Case Western Reserve University.

## Author contributions

XL, EC, XT, IW, and RZ conducted experiments and acquired and analyzed data. HWJ and RHA performed bioinformatics. XL and EC designed the research studies. MKJ supervised the project. XL and MKJ wrote the manuscript with input from all authors.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
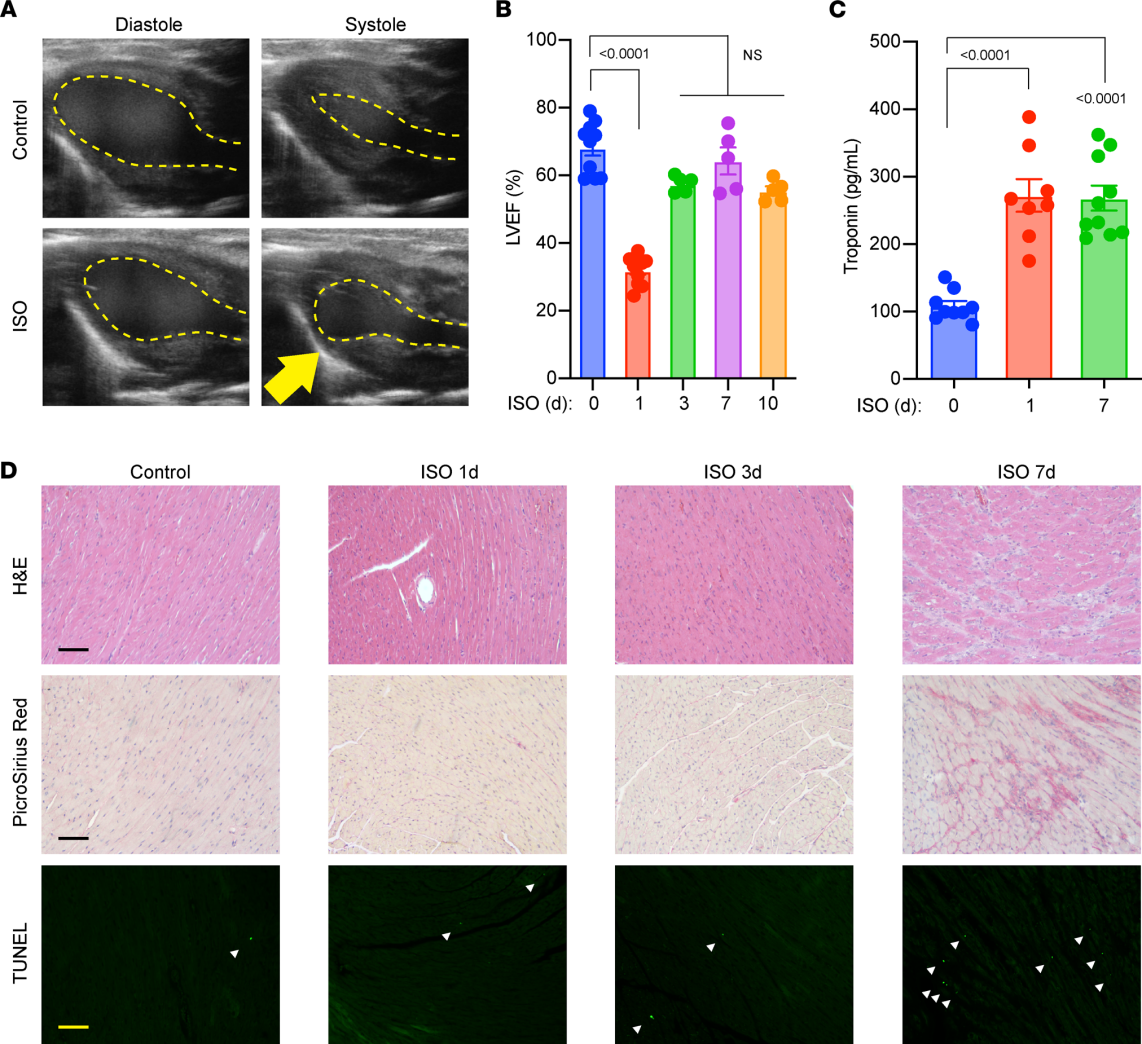
ISO-induced TTS-like cardiomyopathy in female WT mice. (**A**) Representative echocardiographic images showing apical LV ballooning. (**B**) Cardiac function in female mice (*n =* 5–10). (**C**) cTnT levels determined by ELISA. *n =* 8–10. (**D**) Histological studies with myocardial sections. Fibrosis (picrosirius red staining) and TUNEL (FITC immunofluorescence) positivity was observed from the same regions with H&E abnormality. Representative images are from 5 to 10 mice in each group. Scale bar: 50 μm. Dosing: ISO groups, 200 mg/kg ISO in PBS (i.p.); control groups: 100 μL PBS (i.p.) as vehicle. (**B** and **C**) *P* values are from 1-way ANOVA post hoc test with Tukey correction. d, days after injection.

**Figure 2:**
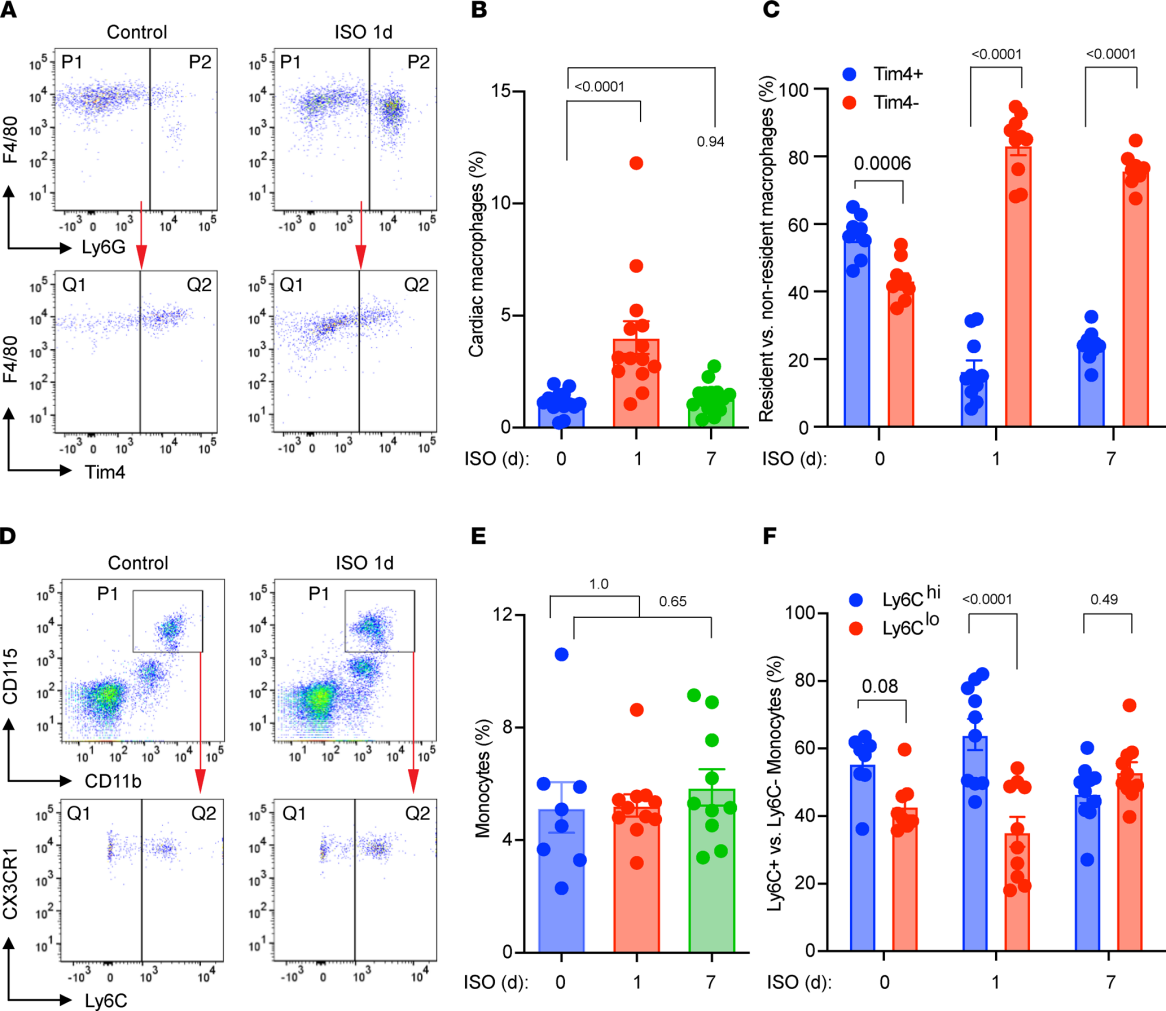
ISO-induced changes in cardiac macrophages and circulating monocytes. (**A**) Representative FACS plots of myocardial cells. P1, macrophages; P2, neutrophils; Q1, Tim4– infiltrating macrophages; Q2, Tim4+ cardiac resident macrophages. (**B**) Changes in cardiac cells after ISO treatment. The percentage of cardiac macrophages was calculated against all cells counted by flow cytometry, excluding debris. *n =* 14–16. (**C**) The percentages of Tim4^+^ and Tim4^–^ cardiac macrophage subsets (total cardiac macrophages, 100%). *n =* 9–10. (**D**) Representative FACS plots of peripheral blood monocytes. P1, monocytes (CD11b^+^CD115^hi^); Q1, Ly6C^lo^ monocytes; Q2, Ly6C^hi^ monocytes. (**E**) Total monocytes in the blood at different days after ISO treatment (all white cells, 100%). *n =* 8–11. (**F**) The percentages of Ly6C^hi^ and Ly6C^lo^ monocytes (monocytes, 100%). *n =* 8–10. Dosing: ISO: 200 mg/kg. *P* values were from 1-way ANOVA (**B** and **E**) and 2-way ANOVA (**C** and **F**) post hoc test with Tukey correction. d, days after ISO injection.

**Figure 3:**
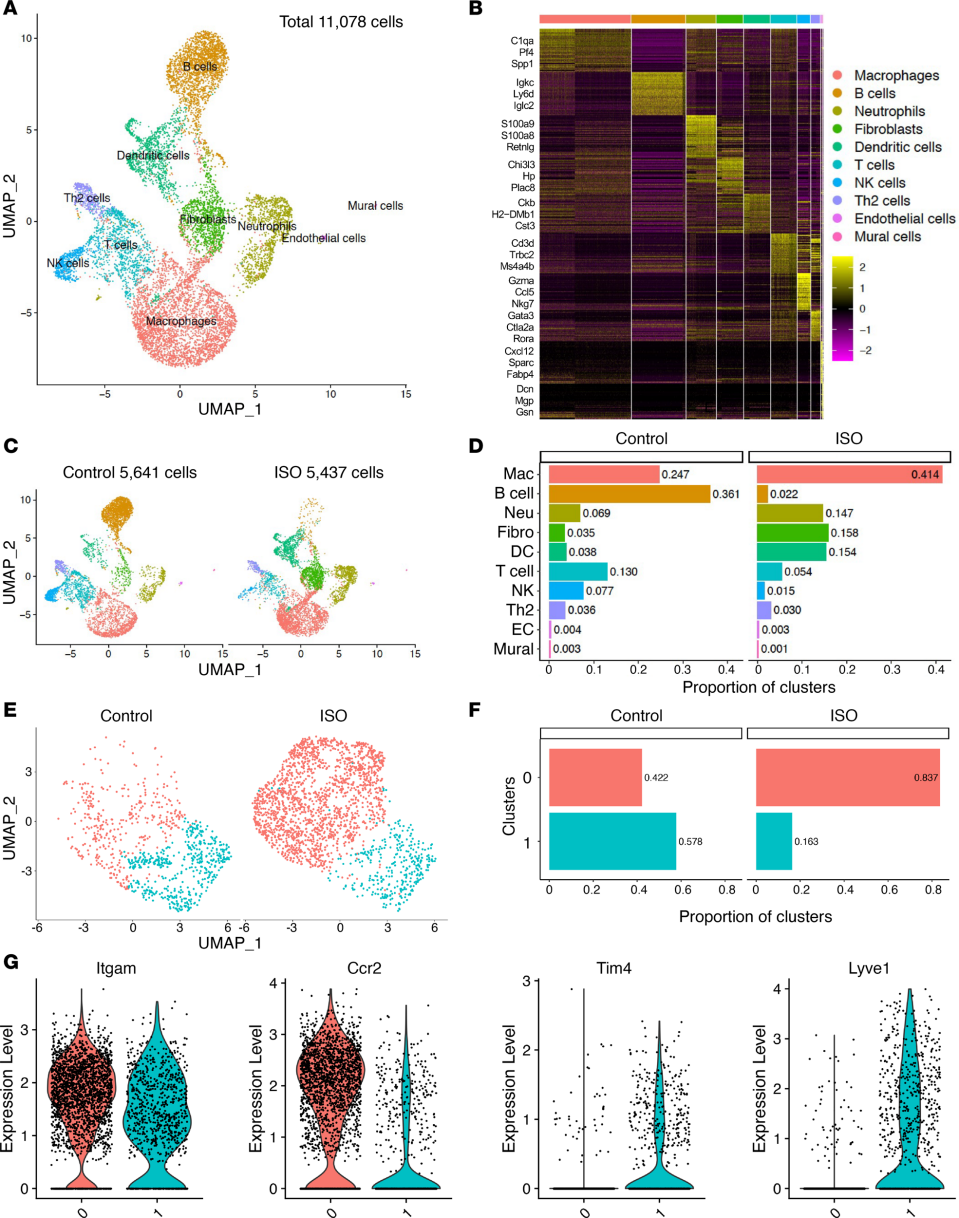
scRNA-Seq study on ISO-induced myocardial immune responses. (**A**) Ten distinct cell clusters were identified from the total of 11,078 cells. (**B**) Heatmap of the top 50 marker genes for each cluster. Selected cell type–specific markers are labeled. (**C**) UMAP of control and TTS cells. (**D**) Proportion of cell clusters before and after ISO administration. (**E**) Two subsets were identified (designated 0 and 1) from cardiac macrophages (Mac). (**F**) Proportion of Mac subclusters before and after ISO. (**G**) Violin plots showing expression of Mac marker genes in 2 subclusters. Three mouse hearts were pooled in each group (*n =* 3). Ccr2, a marker of cardiac infiltrating Macs; EC, endothelial cell; Fibro, fibroblast; Itgam, also known as Mac-1, a common marker of macrophages; Lyve1, marker of cardiac resident macrophages; Neu, neutrophil; Tim4, marker of cardiac resident macrophages.

**Figure 4:**
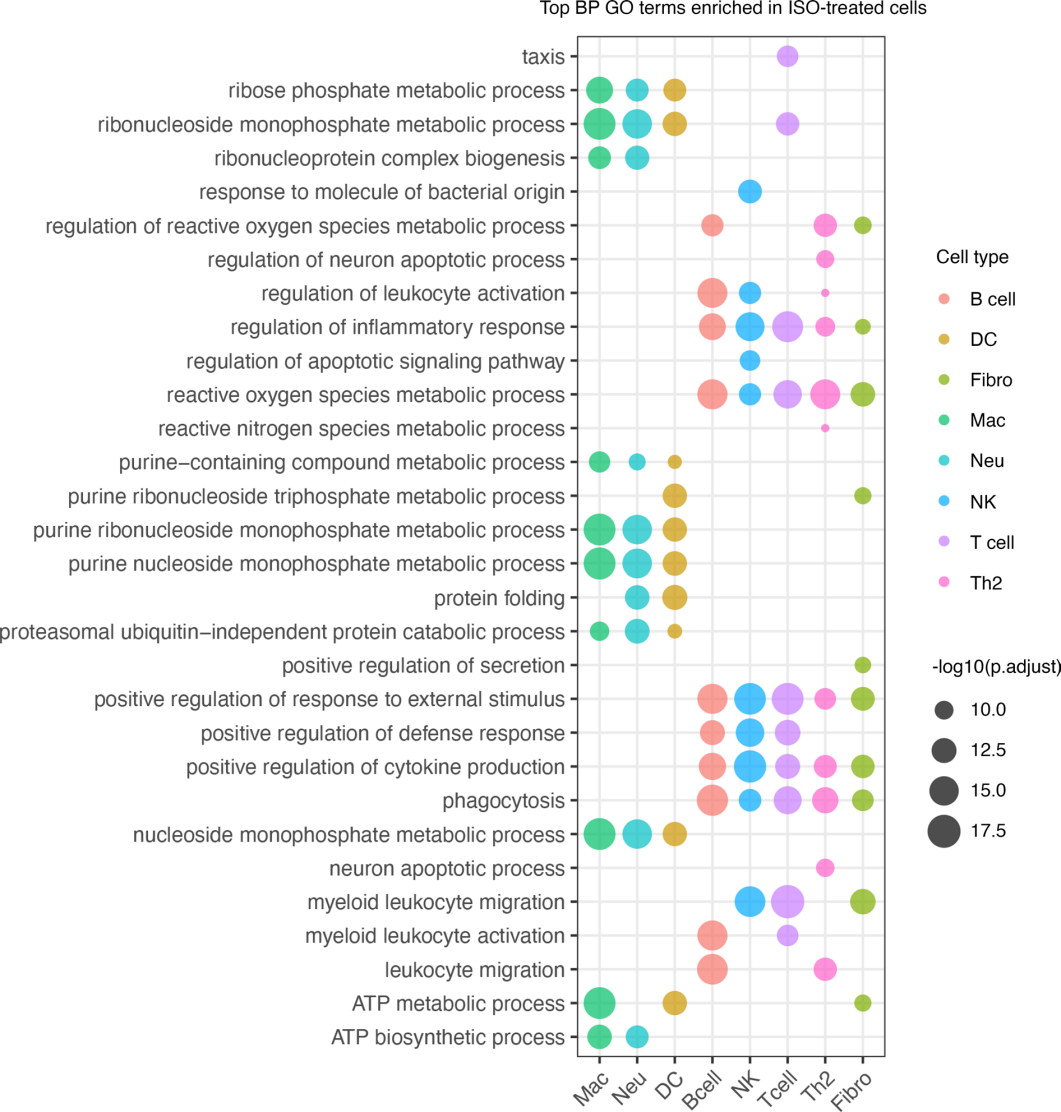
ISO-induced GO pathway enrichment in myocardial immune cells. GO analyses with DEGs that were upregulated in the ISO-treated group (TTS). Top 10 biological process (BP) GO terms according to adjusted *P* values (p.adjust) are shown. Fibro, fibroblast; Mac, macrophage; Neu, neutrophil.

**Figure 5:**
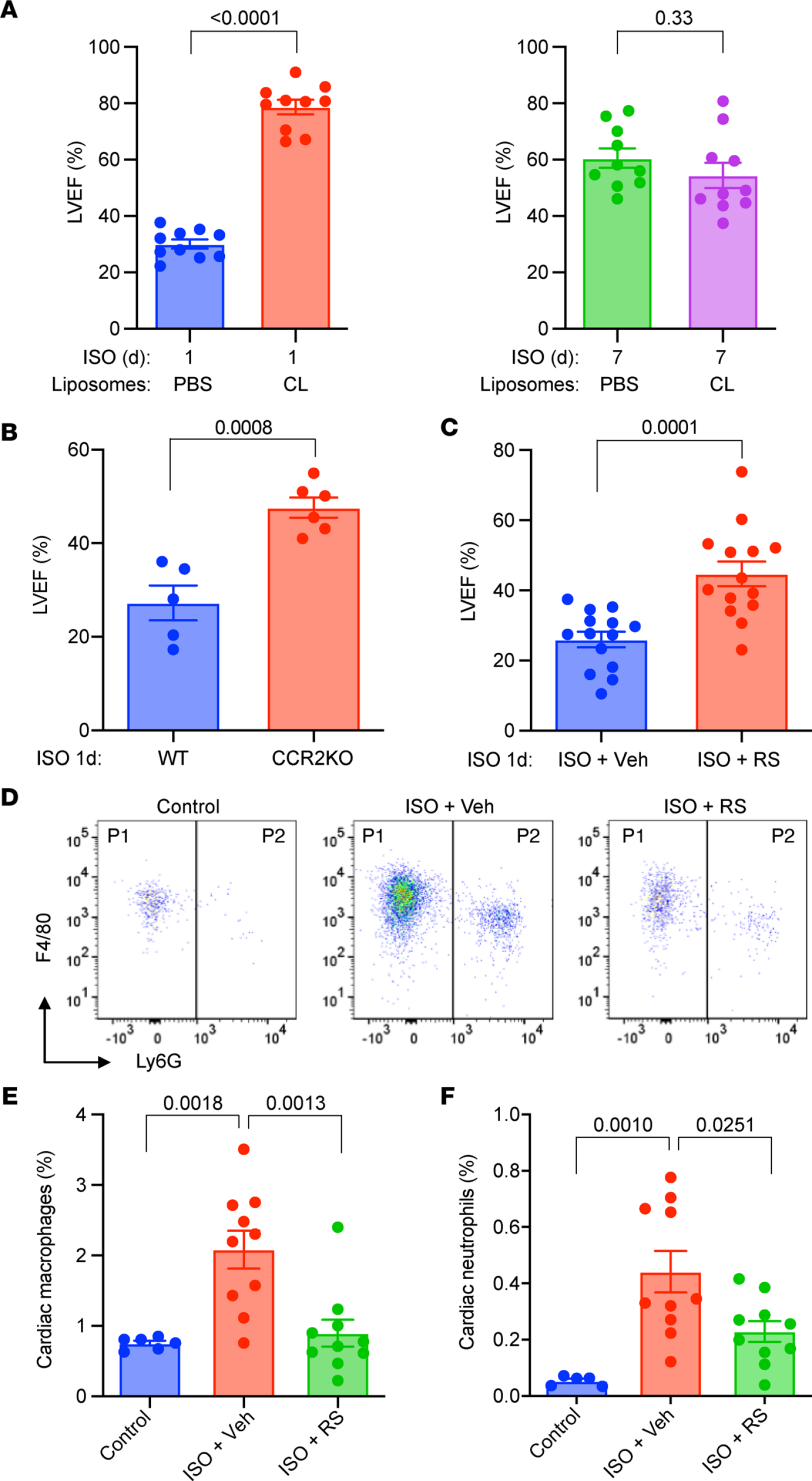
Depletion of macrophages and monocytes ameliorates TTS-like cardiomyopathy in mice. (**A**) Cardiac function in mice pretreated with clodronate-liposomes (CL) or PBS-liposome (PBS). *n =* 10. (**B**) Cardiac function in CCR2-KO and WT mice. *n =* 5. (**C**) Cardiac function in WT mice pretreated with RS-504393 (RS; 2 mg/kg twice daily by oral gavage) or PBS (Veh). *n =* 14. (**D**) Representative FACS plots of myocardial cells. Mice were pretreated with CL or RS for 3 days before ISO injection. P1, macrophages; P2, neutrophils. (**E** and **F**) Changes in cardiac macrophages (**E**) and neutrophils (**F**). *n =* 5–10. (**A**–**C**) *P* value from 2-tailed unpaired Student *t* test. (**E** and **F**) *P* values were from a 1-way ANOVA post hoc test with Tukey correction.

**Figure 6:**
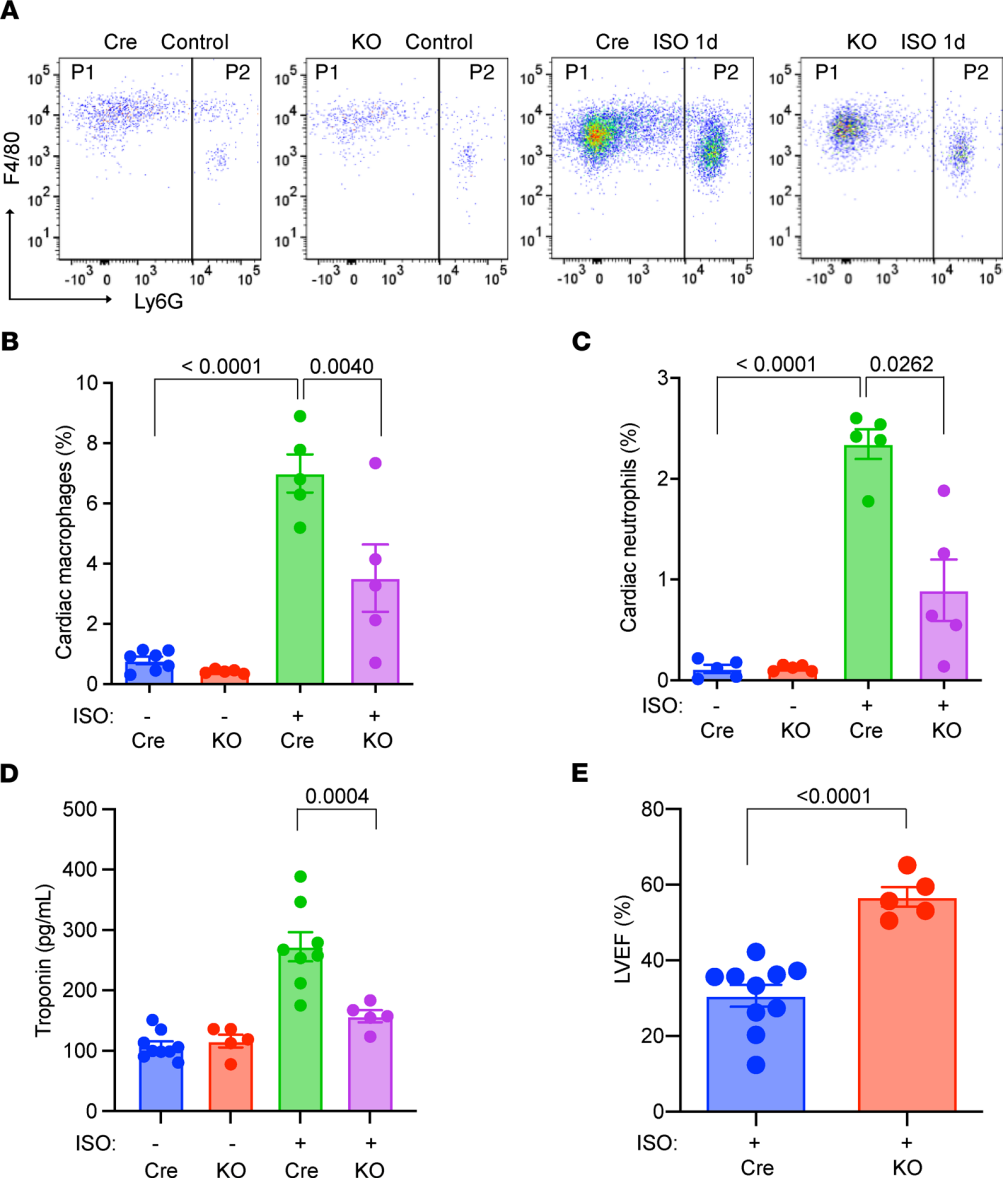
Genetic model of myeloid inhibition ameliorates ISO-induced TTS-like cardiomyopathy. (**A**) Representative FACS plots of myocardial cells from Lyz2-Cre (Cre) and Lyz2-Hif1α-KO (KO) mice. P1, macrophages; P2, neutrophils. (**B** and **C**) Changes in cardiac macrophages (**B**) and neutrophils (**C**). *n =* 5–7. (**D**) Plasma cTnT levels. *n =* 5–9. (**E**) Cardiac function in ISO-treated Cre and KO mice. *n =* 5–10. All studies were performed at day 1 after ISO. (**B**–**D**) *P* values are from a 2-way ANOVA post hoc test with Tukey correction. (**E**) *P* value is from 2-tailed unpaired Student *t* test.

**Figure 7:**
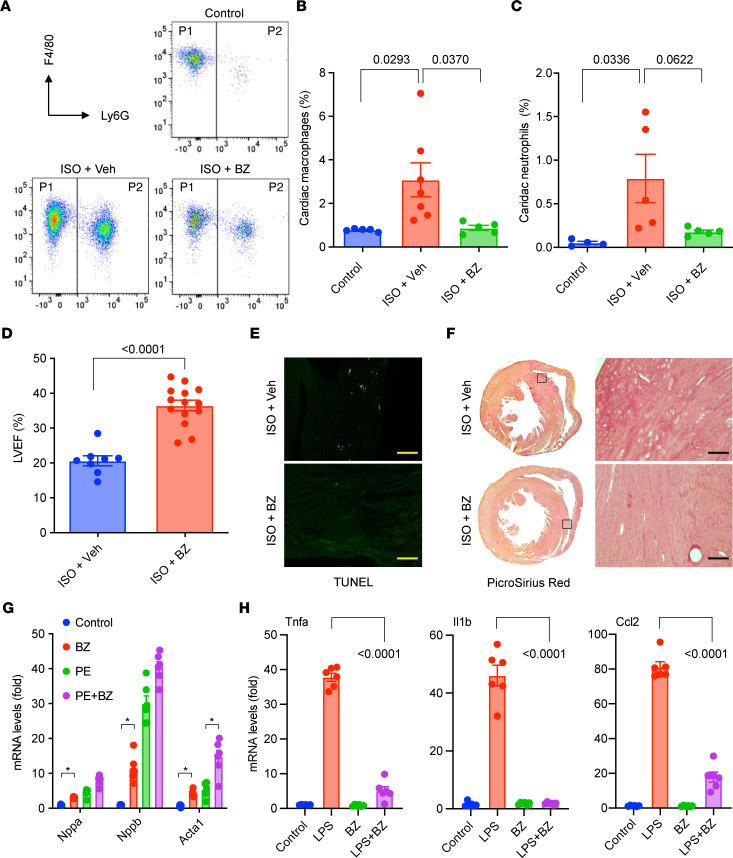
Pharmacological inhibition of myeloid activation ameliorates ISO-induced TTS-like cardiomyopathy. (**A**) Representative FACS plots of myocardial cells. P1, macrophages; P2, neutrophils. (**B** and **C**) Changes in cardiac macrophages (**B**) and neutrophils (**C**). *n =* 4–7. (**D**) Cardiac function in ISO-treated mice with or without BZ therapy. *n =* 8–14. (**E**) Cell death in the myocardium detected by TUNEL staining. (**F**) Myocardial fibrosis detected by picrosirius red staining. Boxed areas shown in high magnification on the right. Representative images are from 5 to 10 mice in each group. Scale bar: 50 μm. (**G** and **H**) Effects of BZ on cardiomyocytes (**G**) and macrophages (**H**) in vitro. *n =* 6 in each group. BZ dose, 5 μM, added 6 hours before phenylephrine (PE; 50 μM, treated for 24 hours) or LPS (50 ng/mL; treated for 24 hours). (**A**–**D**) One day after ISO administration. (**E** and **F**) Seven days after ISO administration. BZ treatment started 3 days before ISO administration (0.3 mg/kg i.p. every either day). (**D**) *P* values were from 2-tailed unpaired Student *t* test. (**B** and **C**) *P* values were from a 1-way ANOVA post hoc test with Tukey correction. (**G** and **H**) *P* values were from a 2-way ANOVA post hoc test with Tukey correction.

How the deposited data were processed for this re-analysis (not part of the article)

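CD45+ cells sorted from the hearts of mice 24 hours after injection of ISO or vehicle were profiled by scRNA-Seq, with the cells of 3 hearts pooled in 1 library per group. The authors extracted cell barcodes and UMIs with UMI-tools, aligned the reads with STAR, and counted UMIs per gene and barcode with featureCounts. The deposited values are counts without normalization, and they include barcodes that do not pass the cell filters. Gene positions were taken from release 21 of the GENCODE mouse annotation on GRCm38.

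Cells with more than 500 and fewer than 6000 genes and under 25% mitochondrial UMIs were kept, with genes found in at least 3 cells, as in the methods. In Seurat 5.3.0 on R 4.3.3, counts were log-normalized with a scale factor of 10000, 2000 variable genes were chosen, and the libraries were integrated. The S and G2M phase genes that Seurat lists were trimmed in place of the GO cell cycle list, which was not used here. Cells were clustered on 9 principal components at a resolution of 0.100. Clusters were named from markers fixed in advance among 50 leading genes, with at least 3 markers required. Macrophage-like cells were clustered again at the lowest resolution between 0.0500 and 0.500 that gave at least 2 clusters, without the genes the paper names for the subsets.

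All other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and scanpy 1.11.5, and figures were drawn with matplotlib 3.10.9. UMIs were summed per cluster and library, 0.500 UMI was added, and CPM were compared as log2 ratios for genes with at least 20 UMIs. The genes named are those the paper names for the single-cell data, the members of the reported lists, and, for each cluster, the 5 genes with the largest log2 ratio each way among genes with at least 100 CPM and 50 UMIs in the higher library. With 1 library per group, no test, p-value, or count of changed genes is given. Shares have exact Clopper-Pearson intervals and summed counts have exact Poisson intervals, both at 95%.

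The 15 gene lists compared between the libraries cover oxidative phosphorylation, glycolysis, purine nucleotide metabolism, the proteasome core, protein folding, ribonucleoprotein complex biogenesis, cytosolic ribosomal proteins, the mitochondrial genome, MHC class II, the interferon response, the glucocorticoid response, dissociation stress, myeloid transcripts, HIF1 targets, and CCR2 ligands. Lists of B cell, hemoglobin, platelet, cardiomyocyte, CD3 complex, fibroblast, Y-linked, and adrenergic receptor transcripts were summed as CPM. For the percentiles, 10000 random lists were drawn with replacement within 20 expression bins, and intervals of list medians come from 200 draws of the counts. The list step was tested on simulated data built from the macrophage-like cells, with 13254 genes. All 200 genes given a change were found in its direction, with a median absolute error of 0.067 log2. A list of 77 genes shifted by 0.5 was found at 0.50, and 7 of 200 unchanged lists of 40 genes fell outside the 95% range of the random lists.

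The kept cells had a median of 4790 UMIs in the control and 8537 UMIs in the ISO library. Shares of cells with a UMI were therefore compared after thinning to 1000 UMIs, with 2000 UMIs as an alternative. Doublets were called with Scrublet as run by scanpy. Its own threshold marked 8 control and 0 ISO cells, so cells with the highest scores were removed, guided by the expected share of doublets. These were 262 control cells, or 4.64%, and 279 ISO cells, or 5.13%. Both were above the expected shares of 4.51% and 4.35%.

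The 32 alternatives chosen in advance covered integration, principal components, resolution, cell filters, cell cycle genes, doublets, marker genes, assignment of single cells, denominators, the cells and genes of the subclustering, the weight of cells, scaling, free RNA, the UMI minimum, and the thinning depth. A further 15 alternatives, chosen after the data were seen, left out barcodes of 2 lineages, varied the rule that marks them, counted macrophage-like and monocyte-like cells together, took only myeloid-like cells as the denominator, compared the subclusters within each library, thinned cells before summing, left Gm26924 out of the totals, and repeated the clustering with other random seeds. The macrophage limit is 20% of the median level of macrophage markers in macrophage-like cells, and barcodes below it can still hold macrophage UMIs. All clusterings were run on 1 thread with the Haswell kernel of the OpenBLAS library, and they give the same clusters when repeated in this way. With its SkylakeX kernel, which not every processor has, T cell-like and ILC2-like cells were joined in 1 cluster, and that clustering was not used further. The GO terms were not analysed here, and the FACS, echocardiography, and cell culture experiments were not analysed here.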

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

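All tests in this part were chosen after the results were seen.

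Arg1, Saa3, Timp1, and Dmkn are genes that the main text of the paper does not discuss, and they were higher in macrophage-like cells of the ISO library, with log2 ratios of 9.75, 7.67, 7.05, and 6.897. Arg1 rose from 12 UMIs, or 0.954 CPM (0.493 to 1.67), to 18134 UMIs, or 853 CPM (841 to 866). Saa3 rose from 1.35 to 283 CPM, Timp1 from 1.35 to 185 CPM, and Dmkn from 1.59 to 194 CPM. Arg1 is a marker used to name the clusters. The genes were not confined to macrophage-like cells. In ISO monocyte-like cells, Arg1 was at 149, Saa3 at 1369, Timp1 at 116, and Dmkn at 438 CPM. ISO DC-like cells below the macrophage limit held Timp1 at 209 CPM, and ILC2-like cells below the macrophage limit held Arg1 at 304 CPM in the control and 429 CPM in the ISO library.

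The tables argue against several technical explanations for these genes. A shift from subcluster 1 to subcluster 0 is not the whole cause, as the lowest log2 ratio of the genes within a subcluster was 5.80. With barcodes of 2 lineages left out, the lowest was 6.28. With cells thinned to 1000 UMIs or weighted equally, the lowest was 6.08. Free RNA would reach all cell types alike, but for each gene the ISO macrophage-like level was at least 23.1 times that of the lower of ILC2-like and DC-like cells below the macrophage limit. A difference in handling or sequencing between the libraries and the effect of ISO cannot be told apart, since each condition has 1 library. With no integration, the Arg1 ratio was 3.06, so its size also depends on which cells are called macrophage-like. In subcluster 0, Lyve1 was at 142 CPM in control and 9.11 CPM in ISO cells, and Ccr2 at 262 and 813 CPM. The subclusters therefore do not hold the macrophage subset fixed, and a change of cell mix within them stays open. The supplemental figures were not used here, and they were not searched for these genes or for glycolysis.

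Glycolysis is a list that the main text of the paper does not discuss, and it was higher in the ISO library. Its median log2 ratio was 2.09 (1.90 to 2.16) in macrophage-like cells, 1.43 (1.22 to 1.77) in neutrophil-like cells, and 1.38 (1.06 to 1.51) in DC-like cells, all with percentile 100. HIF1 targets, which share genes such as Ldha, Pgk1, and Slc2a1 with glycolysis, had a median of 2.26 (2.13 to 2.42) in macrophage-like cells. The paper tests mice without myeloid Hif1a in other experiments and does not describe these targets in the scRNA-Seq data. With no integration, the glycolysis median was 1.32 in macrophage-like, 1.33 in neutrophil-like, and 1.01 in DC-like cells. In neutrophil-like cells with barcodes of 2 lineages left out it was 0.49.

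For macrophage-like cells, the tables argue against a shift between the subclusters as the whole cause, as the lowest median of glycolysis and HIF1 targets within a subcluster was 1.53. They also argue against barcodes of 2 lineages, with a lower median of 1.99 when those were left out, and against depth, with a lower median of 2.11 when cells were thinned or weighted equally. A change of cell mix within a subcluster stays open, as Ccr2 and Lyve1 differed between the libraries within subcluster 0. The time between taking the hearts and sorting the cells was not analysed here. Low oxygen or a change in metabolism in the ISO heart and a difference in handling between the libraries cannot be told apart.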

How the results depend on the processing

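No paired analysis was possible because each condition has 1 library, so "moved" means a change beyond the counting interval. The alternatives were set before the data were examined, except those with barcodes of 2 lineages left out, only myeloid-like cells in the denominator, macrophage-like and monocyte-like cells counted together, each library alone, cells thinned before summing, other random seeds, and Gm26924 left out of the totals, which were chosen after the data were seen. Values below are log2 ratios, ISO over control, unless stated otherwise.

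Of 223 values of share ratios under an alternative, 142 stayed within the interval, 69 moved in the same direction or from an interval that includes 0, and 12 reversed. The B cell-like, T cell-like, and NK cell-like ratios stayed below 0 and the DC-like and monocyte-like ratios stayed above 0 under every alternative that gave a value. For gene lists, 315 of 533 values stayed, 203 moved, and 15 reversed. For the named genes, 420 of 573 values stayed, 153 moved, and 0 reversed. For the genes compared between subclusters, 25 of 108 values stayed, 81 moved, and 2 reversed. Shares per library stayed in 219 and moved in 183 of 402 values. All 24 shares of cells with a UMI moved when cells were thinned to 2000 UMIs, where a higher depth finds more UMIs by construction.

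With no integration, the share ratios were -5.75 for B cell-like, -3.83 for NK cell-like, -2.15 for macrophage-like, 0.86 for macrophage-like and monocyte-like together, 6.48 for subcluster 0, -3.26 for subcluster 1, and 4.18 for monocyte-like. With 20 principal components, they were -1.47 for macrophage-like, 2.81 for subcluster 0, and 3.12 for monocyte-like. With a limit of 10% mitochondrial UMIs, they were -1.90 for B cell-like, -3.52 for NK cell-like, -1.55 for macrophage-like, 0.88 for macrophage-like and monocyte-like together, and 3.13 for monocyte-like. With a minimum of 1000 genes, they were -3.47 for NK cell-like, 1.65 for DC-like, -1.45 for macrophage-like, 0.86 for macrophage-like and monocyte-like together, and 3.54 for monocyte-like. With marker genes left out, they were -3.18 for NK cell-like, 0.55 for macrophage-like, and 0.79 for macrophage-like and monocyte-like together. At a resolution of 0.300, the ratio was 2.41 for DC-like, and with cell cycle genes kept it was -1.63 for NK cell-like. With called doublets removed, the ratios were 0.86 for macrophage-like and 2.29 for subcluster 0. With each cell assigned from its own markers, they were -4.69 for B cell-like, 0.94 for ILC2-like, -1.90 for T cell-like, 1.32 for DC-like, 4.38 for fibroblast-like, 0.096 for macrophage-like, 2.10 for macrophage-like and monocyte-like together, and 5.45 for monocyte-like. For all of these, the cause was not tested, apart from the macrophage-like ratios below 0, for which a test is given under the other observations.

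With B cell-like cells left out of the denominator, the ratios were -1.33 for ILC2-like, -3.06 for NK cell-like, -1.82 for T cell-like, 1.35 for DC-like, 0.15 for macrophage-like, 0.44 for macrophage-like and monocyte-like together, 1.76 for monocyte-like, and 0.52 for neutrophil-like. With only myeloid-like cells in the denominator, they were 0.77 for DC-like, -0.43 for macrophage-like, -0.14 for macrophage-like and monocyte-like together, 1.18 for monocyte-like, and -0.065 for neutrophil-like. Both follow from the smaller denominator.

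With barcodes of 2 lineages left out, the ratios were -3.41 for NK cell-like, -2.57 for T cell-like, 1.30 for macrophage-like, 1.53 for macrophage-like and monocyte-like together, -2.30 for subcluster 1, and -0.80 for neutrophil-like. With the rule at 10% of the macrophage-like median, they were -6.30 for B cell-like, -3.53 for NK cell-like, -3.09 for T cell-like, 1.35 for macrophage-like, 1.58 for macrophage-like and monocyte-like together, and -1.26 for neutrophil-like. At 40%, they were -3.16 for NK cell-like, -2.44 for T cell-like, 1.28 for macrophage-like, 1.52 for macrophage-like and monocyte-like together, and -0.10 for neutrophil-like. With Areg kept in the ILC2 list of the rule, they were -3.35 for NK cell-like, -2.51 for T cell-like, 2.21 for DC-like, 1.25 for macrophage-like, 1.53 for macrophage-like and monocyte-like together, and -0.74 for neutrophil-like. With the control limit in both libraries, they were -3.21 for NK cell-like, -2.06 for T cell-like, 2.24 for DC-like, 1.23 for macrophage-like, 1.47 for macrophage-like and monocyte-like together, and 0.057 for neutrophil-like. In the neutrophil-like and T cell-like clusters, a larger share of ISO than of control barcodes was left out with the limit of each library, which lowers these ratios. The limit is itself lower in the ISO library.

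In the subclustering, gating on thinned UMIs gave -2.94 for subcluster 1. Including monocyte-like cells gave -2.44 for subcluster 1, keeping the named subset genes gave 1.70 for subcluster 0, and the next higher resolution gave 1.79 for subcluster 0. For the genes compared as subcluster 0 over subcluster 1, the ISO library alone gave -0.0031 for Itgam, and the control library alone gave 0.047 for H2-Ab1. The cause was not tested.

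For gene lists with no integration, the median of MHC class II was 0.11 in DC-like, and that of cytosolic ribosomal proteins was 0.022 in DC-like and -0.14 in macrophage-like cells. The median of interferon response was -0.30 in NK cell-like, and that of myeloid transcripts was 0.68 in B cell-like, 0.37 in ILC2-like, and 0.42 in NK cell-like cells. The median of oxidative phosphorylation was 0.42 in DC-like, and that of purine nucleotide metabolism was 0.46 in macrophage-like cells. The median of ribonucleoprotein complex biogenesis was 0.54 in DC-like and 0.67 in macrophage-like cells. With ratios centered on the median of all genes, the median of cytosolic ribosomal proteins was 0.073 in DC-like, and that of glucocorticoid response was 0.067 in T cell-like cells. The median of myeloid transcripts was 3.65 in NK cell-like and 1.18 in T cell-like, and that of oxidative phosphorylation was 0.61 in DC-like, 1.01 in macrophage-like, and 0.82 in neutrophil-like cells. The median of purine nucleotide metabolism was 0.73 in macrophage-like and 0.63 in neutrophil-like, and that of ribonucleoprotein complex biogenesis was 0.82 in DC-like, 1.22 in macrophage-like, and 1.09 in neutrophil-like cells. With each cell weighted equally, the median of cytosolic ribosomal proteins was 0.050 in DC-like, and that of glucocorticoid response was 0.067 in T cell-like cells. The median of myeloid transcripts was 2.33 in B cell-like, 1.19 in ILC2-like, and 1.17 in T cell-like, and that of oxidative phosphorylation was 0.51 in DC-like, 0.64 in macrophage-like, and 0.60 in neutrophil-like cells. The median of ribonucleoprotein complex biogenesis was 1.16 in neutrophil-like cells. With called doublets removed, the median of myeloid transcripts was 3.62 in NK cell-like, and that of purine nucleotide metabolism was 0.42 in macrophage-like cells. With genes under 5% of their highest cluster left out, the median of interferon response was -0.10 in NK cell-like, and that of myeloid transcripts was 1.15 in B cell-like, 1.13 in ILC2-like, 1.84 in NK cell-like, and 0.94 in T cell-like cells. With at least 100 UMIs per gene, the median of myeloid transcripts was 2.24 in B cell-like cells. Within subcluster 0, the median of cytosolic ribosomal proteins was -0.026 in macrophage-like, and that of ribonucleoprotein complex biogenesis was 0.92 in macrophage-like cells. Centering adds the same shift to every list of a cluster. For the other settings, the cause was not tested.

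With barcodes of 2 lineages left out, the median of glucocorticoid response was 0.18 in T cell-like, and that of myeloid transcripts was 1.28 in B cell-like, 0.36 in ILC2-like, 1.61 in NK cell-like, and 1.72 in T cell-like cells. The median of oxidative phosphorylation was 0.42 in DC-like and 0.093 in neutrophil-like, and that of purine nucleotide metabolism was 0.065 in neutrophil-like cells. The median of ribonucleoprotein complex biogenesis was 0.56 in DC-like, 0.98 in macrophage-like, and 0.63 in neutrophil-like cells. With cells thinned to 1000 UMIs before summing, the median of cytosolic ribosomal proteins was 0.036 in DC-like, and that of glucocorticoid response was 0.21 in T cell-like cells. The median of interferon response was -0.12 in ILC2-like and -0.042 in DC-like, and that of myeloid transcripts was 2.05 in B cell-like, 1.30 in ILC2-like, 3.00 in NK cell-like, and 1.10 in T cell-like cells. The median of oxidative phosphorylation was 0.53 in DC-like and 0.64 in neutrophil-like, and that of purine nucleotide metabolism was 0.50 in macrophage-like and 0.96 in neutrophil-like cells. The median of ribonucleoprotein complex biogenesis was 1.10 in neutrophil-like cells. With Gm26924 left out of the totals, the median of myeloid transcripts was 0.96 in T cell-like, and that of oxidative phosphorylation was 0.41 in DC-like and 0.52 in macrophage-like cells. The cause was not tested.

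Some alternatives gave no value for a class. No T cell-like cluster formed with no integration, the lower mitochondrial limit, the higher gene minimum, cell cycle genes kept, or marker genes left out, and no DC-like cluster formed with the lower mitochondrial limit. Endothelial-like cells formed a cluster of their own with no integration, cell cycle genes kept, or marker genes left out, and 1 cluster had no name at the higher resolution. Repeating the clustering with 5 other random seeds left every share ratio within its interval. With the SkylakeX kernel of the linear algebra library, however, T cell-like and ILC2-like cells were in 1 cluster, so their separation rests on small numerical differences. The Sandybridge and Prescott kernels kept these classes apart. An earlier run without the fixed kernel and thread number moved some cells between the macrophage subclusters. It also shifted the alternatives, so their values depend on these settings too. Some groups have few cells, with 51 B cell-like and 28 fibroblast-like cells in the ISO library.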

Differences from the paper's values

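The share of B cells in the ISO group is about 2.2% in Fig. 3D of the paper, read by eye, and was 0.938% for B cell-like cells here. None of the 10 alternatives set before the data were examined fell within 1.5 times of the paper's value. They were no integration, more principal components, the higher resolution, the lower mitochondrial limit, the higher gene minimum, cell cycle genes kept, called doublets removed, marker genes left out, assignment from each cell's own markers, and stromal cells left out of the denominator, with values from 0.662% to 10.2%.

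The share of cluster 0 among control macrophages is about 42% in Fig. 3F of the paper, read by eye, and was 19.5% for subcluster 0 here. None of the 7 alternatives set before the data were examined fell within 1.5 times of it. They were named subset genes kept, no integration, more principal components, monocyte-like cells included, called doublets removed, the next higher resolution, and gating on thinned UMIs, with values from 1.01% to 25.6%. The increase of cluster 0 is approximately 2-fold in the paper's text and was 4.17-fold here. The same alternatives gave between 3.25-fold and 89.2-fold, none of them within 1.5 times of the paper's value.

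The paper reports separate endothelial and mural clusters. Here, 9 clusters formed, and endothelial and mural transcripts were found in the fibroblast-like cluster, with 0.691% of control and 0.515% of ISO cells. A separate endothelial-like cluster formed with no integration, cell cycle genes kept, or marker genes left out, and 10 clusters formed with 20 principal components. The cluster that the paper names fibroblasts is monocyte-like here, and its control cells held 66.6 CPM of fibroblast transcripts. The paper states that the macrophage share rose, and here it rose as well with the settings of the methods. The ISO share was below the control share with no integration, 20 principal components, the lower mitochondrial limit, or the higher gene minimum. In these clusterings, the ISO share was 7.98%, 7.71%, 10.7%, and 12.3%. Most cells that were ISO macrophage-like with the settings of the methods were named monocyte-like there.

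The paper states that the MHC class II genes had similar levels in both macrophage subsets. With the libraries pooled, H2-Aa was at 1417 CPM in subcluster 0 and 4397 CPM in subcluster 1, and H2-Ab1 at 1512 CPM and 4259 CPM. Within each library, an alternative chosen after the values were seen, the log2 ratios of subcluster 0 over subcluster 1 were -0.030 and 0.047 in the control, and -0.81 and -0.75 in the ISO library.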

Other observations

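The tests on barcodes of 2 lineages, on Cd3d and Cd3e, on Gm26924, on macrophage-like and monocyte-like cells together, on neutrophil-like cells, on less blood for B cell-like cells, and on the MHC class II genes were chosen only after the result was seen.

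The macrophage-like share rose while the B cell-like share fell, and a loss of B cells alone raises every other share. Among cells other than B cell-like cells, the macrophage-like log2 ratio was 0.15, and among myeloid-like cells it was -0.43. With barcodes of 2 lineages left out, these ratios were 0.44 (0.36 to 0.52) and -0.19. As shares cannot give cell numbers per heart, a rise of macrophages and a loss of B cells cannot be told apart for this cluster alone. The macrophage-like ratio was below 0 under 4 alternative clusterings. Both classes together, macrophage-like and monocyte-like, had a ratio of at least 0.79 over all clusterings, and at least 80.4% of the ISO macrophage-like cells were monocyte-like under each of the 4 clusterings, against at most 10.9% of the control ones. This is consistent with cells changing between these 2 names. With no integration, both classes together also took in 550 control and 272 ISO barcodes that are T cell-like with the settings of the methods. They took in 97 control and 448 ISO barcodes of other classes as well, not counting neutrophil-like ones. The T cell-like barcodes lower the ratio of both classes together, and those of the other classes raise it. The mitochondrial limit and the gene minimum gave similar numbers. Among cells other than B cell-like cells, the ratio of both classes together was 0.44 (0.37 to 0.50). Its lowest value over the clusterings was 0.17, which argues against a loss of B cells as the whole cause. A loss of other cells from the ISO hearts stays open.

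Macrophage transcripts reached the macrophage limit in most barcodes of the T cell-like and neutrophil-like clusters. Free RNA would reach all clusters alike, but the macrophage markers had a median of 409.8 CPM in control B cell-like barcodes and 16679 CPM in T cell-like barcodes. Random pairing would give each lineage a like share of paired barcodes. However, 16.1% of control barcodes with NK transcripts also reached the limit, against 63.2% with T cell and 59.2% with neutrophil transcripts. The shares were 28.8% with B cell and 47.8% with ILC2 transcripts. In the ISO library, they ran from 45.2% for NK to 87.9% for neutrophil transcripts. The fewest lineage UMIs required differed, with 4 for T cell, 103 for NK, and 113 for neutrophil transcripts. The contrast of NK with neutrophil transcripts is therefore the more even one. In the control library, neutrophil-like barcodes over the limit had 4.63 times the median UMIs of those below. For T cell-like barcodes, the ratio was 2.81. In the ISO library, these ratios were lower, 3.22 and 1.43. The neutrophil UMIs of neutrophil-like barcodes over the limit had a median of 229 against 258 in barcodes below the limit. In the ISO library, these medians were 198 and 374. A whole cell attached to a macrophage, material taken up by macrophages, and neutrophil genes expressed by macrophages cannot be told apart, since the UMIs of the other lineage were lower in the ISO library. The neutrophil-like share ratio was -0.80 with these barcodes left out. The limit is lower in the ISO library, and with the control limit in both libraries the ratio was 0.057, so the fall depends on the limit. Whether neutrophils rose cannot be told apart from a rise of such barcodes.

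Myeloid transcripts rose in the lymphocyte-like clusters, with the highest median log2 ratio in NK cell-like cells, 3.40, against 1.03 in T cell-like cells. With barcodes of 2 lineages left out, the medians were 1.61 in NK cell-like, 1.72 in T cell-like, 1.28 in B cell-like, and 0.36 in ILC2-like cells. With no integration, they were 0.42 in NK cell-like, 0.68 in B cell-like, and 0.37 in ILC2-like cells. In the ISO library without these barcodes, myeloid transcripts took 8496 CPM in ILC2-like and 41198 CPM in T cell-like cells. As the order of the clusters changes with the barcodes kept, free RNA from myeloid cells stays open.

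The cluster that the paper calls Th2 cells is ILC2-like here. In control barcodes below the macrophage limit, Cd3d and Cd3e together were at 103 CPM (85.4 to 123), against 770.4 CPM (721 to 822) in T cell-like and 168 CPM (151 to 185) in NK cell-like cells. Cd4 had 0 UMIs, with a 95% interval that reaches 3.19 CPM, against 80.4 CPM (65.1 to 98.3) in T cell-like cells. Gata3 was at 1433 CPM (1365 to 1504) in ILC2-like and 87.2 CPM (71.2 to 106) in T cell-like cells. These levels are consistent with group 2 innate lymphoid cells. The longer CD3 complex list, which was chosen in advance and also holds Cd3g and receptor genes, was in ILC2-like cells at a level between those of NK cell-like and T cell-like cells. It was at 894 CPM (840.1 to 950.1) in ILC2-like, 1767 CPM (1692 to 1844) in T cell-like, and 722 CPM (687 to 758) in NK cell-like cells.

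The cluster that the paper calls fibroblasts held 66.6 CPM of fibroblast transcripts in its control cells, against 128 CPM in macrophage-like cells and 25681 CPM in the fibroblast-like cluster. This level is consistent with monocytes.

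Oxidative phosphorylation was higher in macrophage-like cells of the ISO library. The lower of its medians within the subclusters was 0.59, it was 0.59 with cells thinned to 1000 UMIs, and 0.52 with Gm26924 left out of the totals. These values argue against a shift between the subclusters, depth, or that gene as the whole cause. A change of cell mix within a subcluster stays open, as Ccr2 and Lyve1 differed between the libraries within subcluster 0. A difference in handling between the libraries stays open and cannot be told apart from the condition. A dissociation stress list had a median log2 ratio of -0.65 (-0.67 to -0.63) in macrophage-like cells, at percentile 0.0500.

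The fall of lymphocytes could follow from less blood in the ISO hearts. Hemoglobin transcripts were few, with 172 control and 64 ISO UMIs, and had a log2 ratio of -1.84 (-2.25 to -1.42). The ratios were -2.45 for NK cell-like, -1.21 for T cell-like, and -0.72 for ILC2-like cells, and less blood stays open for these. The B cell-like ratio was -5.23, while platelet transcripts had 0.54, or 0.036 with barcodes of 2 lineages left out. This argues against less blood as the whole cause of the B cell-like fall. Glucocorticoid exposure is a candidate explanation, but the percentile of the response list was 29.5 in T cell-like and 100 in ILC2-like cells. The lymphocyte-like clusters therefore differ, and it stays open. A rise of myeloid cells alone would also lower every lymphocyte share. Myeloid-like cells were 2206 of 5641 control and 4859 of 5437 ISO cells. Such a rise lowers these shares by the same factor, so it cannot give the spread from -0.72 to -5.23. As shares cannot give cell numbers per heart, a rise of myeloid cells stays open as part of each fall.

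MHC class II genes were lower in subcluster 0 with the libraries pooled. In the control library alone, the H2-Aa ratio of subcluster 0 over subcluster 1 was -0.030, and that of H2-Ab1 was 0.047. In the ISO library alone, they were -0.81 and -0.75. A difference within the ISO cells argues against a larger number of ISO cells in subcluster 0 as the whole cause. The pooled ratios, -1.63 for H2-Aa and -1.49 for H2-Ab1, were lower than those of either library alone. The larger share of ISO cells in subcluster 0 therefore makes up part of the pooled difference, and how large a part was not computed.

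Cardiomyocyte transcripts had a log2 ratio of -0.94 over all cells, and fibroblast transcripts 0.22. Adrenergic receptor transcripts went from 62.1 CPM in the control to 32.2 CPM in the ISO library. Y-linked genes had 49 UMIs in control and 2 UMIs in ISO cells, and Xist had 19374 and 15850.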
